# Chromatin accessibility illuminates single-cell regulatory dynamics of rice root tips

**DOI:** 10.1186/s12915-022-01473-2

**Published:** 2022-12-08

**Authors:** Dan Feng, Zhe Liang, Yifan Wang, Jiaying Yao, Zan Yuan, Guihua Hu, Ruihong Qu, Shang Xie, Dongwei Li, Liwen Yang, Xinai Zhao, Yanfei Ma, Jan U. Lohmann, Xiaofeng Gu

**Keywords:** Rice, Root, Cell type, Chromatin accessibility, scATAC-seq, Developmental trajectory, Environmental stimulus

## Abstract

**Background:**

Root development and function have central roles in plant adaptation to the environment. The modification of root traits has additionally been a major driver of crop performance since the green revolution; however, the molecular underpinnings and the regulatory programmes defining root development and response to environmental stress remain largely unknown. Single-cell reconstruction of gene regulatory programmes provides an important tool to understand the cellular phenotypic variation in complex tissues and their response to endogenous and environmental stimuli. While single-cell transcriptomes of several plant organs have been elucidated, the underlying chromatin landscapes associated with cell type-specific gene expression remain largely unexplored.

**Results:**

To comprehensively delineate chromatin accessibility during root development of an important crop, we applied single-cell ATAC-seq (scATAC-seq) to 46,758 cells from rice root tips under normal and heat stress conditions. Our data revealed cell type-specific accessibility variance across most of the major cell types and allowed us to identify sets of transcription factors which associate with accessible chromatin regions (ACRs). Using root hair differentiation as a model, we demonstrate that chromatin and gene expression dynamics during cell type differentiation correlate in pseudotime analyses. In addition to developmental trajectories, we describe chromatin responses to heat and identify cell type-specific accessibility changes to this key environmental stimulus.

**Conclusions:**

We report chromatin landscapes during rice root development at single-cell resolution. Our work provides a framework for the integrative analysis of regulatory dynamics in this important crop organ at single-cell resolution.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-022-01473-2.

## Background

Recently, single-cell RNA sequencing (scRNA-seq) has been applied to root cells of *Arabidopsis* and rice and revealed the transcriptional programmes of major cell types, as well as the heterogeneity within a given population [1–9]. However, the mechanisms underlying these programmes for distinct cell types remain largely elusive. In eukaryotes, gene expression is highly associated with open chromatin, which can be mapped by assay for transposase-accessible chromatin with high throughput sequencing (ATAC-seq) [10]. Recently, ATAC-seq has been applied to single cells of complex tissues in several multicellular eukaryotic species [11–15], including two plant species, namely *Arabidopsis* and maize [16–18]. Consistent with the important role of chromatin state for gene expression, these studies identified distinct chromatin patterns across different tissues and cell types and revealed key regulatory sequences, which in turn could be associated with transcription factors (TFs).

Similar to maize, rice is one of the most important crop plants worldwide, and we have previously profiled the single-cell transcriptomes of rice root tips from two cultivars, which revealed species-specific expression programmes, as well as more conserved pathways [7]. To elucidate the regulatory mechanisms that are responsible for the observed gene expression states, we have now investigated the landscape of chromatin accessibility at single-cell resolution. To this end, we profiled over 46,000 nuclei from rice root tips by scATAC-seq and identified almost all cell types by cell type-specific accessible chromatin regions (ACRs). We leverage these ACRs to explore the dynamics of chromatin accessibility during rice root development and in response to environmental changes.

## Results and discussion

### scATAC-seq and identification of cell type clusters

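In single-cell ATAC sequencing (scATAC-seq), the transposase Tn5 cuts accessible DNA inside nuclei, and each nucleus receives its own barcode. The Normal data came from 2 replicate libraries of nuclei, taken from the last 5 mm of the roots of seedlings 3 days old that grew at 28 °C. The authors processed the reads of each library with the Cell Ranger ATAC count pipeline on the Nipponbare genome, whose build is not given in the sources used here. They deposited the peaks of each library and a matrix of raw counts per peak and barcode, which covers all barcodes and not only cells. The values are whole numbers of Tn5 cut sites, of which 3.92% in replicate 1 and 3.76% in replicate 2 are odd, since both ends of a fragment are counted. Replicate 1 held 364736225 cut sites in 66559 peaks over 517157 barcodes, and replicate 2 held 363921815 cut sites in 66704 peaks over 512741 barcodes. The barcodes with the most cut sites were taken as cells, in the number that Table S1 of the paper gives for each library, which is 12708 for replicate 1 and 12604 for replicate 2. These cells held 341590315 and 340628221 cut sites. Each matrix holds counts only inside the peaks of its own library, so counts were summed over 66332 merged regions, of which 55496 were called in all 4 libraries of the study. Cells were grouped by log TF-IDF, latent semantic indexing, Harmony and Louvain clustering at the resolution of 0.1 that the paper's methods give. Sums per library, and not cells, were taken as replicates. The bulk ATAC-seq and the scRNA-seq data were not analysed here.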

We performed scATAC-seq on root tips isolated from rice *Japonica* group cultivar Nipponbare (Nip). High-quality nuclei from 120 root tips (5 mm in length of primary roots) were obtained from 3-day-old Nip seedlings using our improved nuclei isolation protocol (Additional file 1: Fig. S1). About 16,000 nuclei per replicate were incubated with Tn5 transposase in bulk. The transposed nuclei were then loaded onto a 10x Genomics microfluidic device and mixed with single-cell reaction reagents including cell barcodes. The resulting libraries were sequenced in a single pool (Fig. 1a). To exclude low-quality cells, we removed cells with less than 1000 unique nuclear fragments and a transcription start site (TSS) enrichment score of < 1.5. In addition, we removed doublets by using ArchR [19]. 

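Fragments outside peaks and the annotation of the genome are not in the files, so TSS enrichment scores were not analysed here. The barcode with the fewest cut sites that was counted as a cell held 5937 cut sites in Normal replicate 1 and 5982 in Normal replicate 2. In the replicates from heat stress (HS), it held 5498 and 6409. The distribution of cut sites per barcode had a valley at 7079 in both Normal replicates, with 12197 and 12203 barcodes above it. In the HS replicates the valley lay at 8511 and 8913, with 9813 and 10009 barcodes above it. A minimum of 1000 cut sites in peaks, in place of the numbers of Table S1, would keep 18909 and 19043 Normal barcodes and 17184 and 16272 HS barcodes. This is not the paper's limit of 1000 fragments, since a fragment has 2 cut sites and fragments outside peaks are not counted. The paper also kept only barcodes that Cell Ranger had called as cells.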

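The scores of ArchR need fragments, so each barcode was scored from its counts in peaks, by the share of simulated doublets among its 50 nearest neighbours. The highest-scoring barcodes were then removed, in a number of cells squared over 100000 per library, which is the rule of ArchR. This removed 1614 and 1588 barcodes from the Normal replicates and 1148 and 1150 from the HS replicates. Of all cells, 5500 were removed and 41258 were kept, 22110 of them Normal and 19148 HS. The number removed follows from the number of cells, so that it does not measure how many doublets there were. The removed barcodes of Normal replicate 1 held a median of 52951 cut sites, and those of HS replicate 1 held 62630. On simulated data, the score found most of the doublets of 2 cell types and marked 2.3% of the single cells.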

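Over the regions called in all 4 libraries, the Spearman correlation of the summed counts of cells was 0.998 between the Normal replicates and 0.998 between the HS replicates. Between a Normal and an HS library, it averaged 0.973 over the 4 pairs. These correlations are across regions, which are not independent replicates, so no p-value was computed. Over regions whose called length differed by less than 10%, an alternative chosen after seeing the data, the average between Normal and HS was 0.989. The spread between replicates was also set against sampling noise, as the chi-square per degree of freedom between random splits of the cells of each library. At regions of the same called length, it was 1.08 between the Normal replicates (26228 regions) and 1.09 between the HS replicates (25242 regions). Random splits of the cells of a single library at these regions, measured after seeing the data, gave 1.11 and 1.08 for Normal. They gave 1.13 and 1.18 for HS, so at these regions the replicates of a condition differed by no more than the sampling noise. Between replicates, the ratio of counts followed that of called length (Pearson correlation across regions 0.916 for Normal and 0.926 for HS). This choice of regions thus leaves out regions where replicates differ. Over all regions, the chi-square per degree of freedom was 2.11 between the Normal replicates and 2.18 between the HS replicates. Both lie above the 1.05 to 1.13 of the splits over all regions. Between Normal and HS libraries, the measure at regions of the same called length was 20.3 and 20.6. The cells of the Normal replicates shared 254 barcodes, where chance gives 222, and those of the HS replicates shared 163, where chance gives 159. The paper states that the HS libraries came from 2 independent rounds of scATAC-seq. For the Normal libraries it gives the nuclei per replicate, and the files do not show whether these came from separate pools. The files and labels name no batches, and batch and condition cannot be told apart.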

We found an excellent correlation between replicates, and different samples were still very similar despite being processed in different batches, suggesting that our process was robust (Additional file 1: Fig. S2a-c). For further quality control (QC), we first performed bulk ATAC-seq of independently isolated nuclei and again found a high correlation between scATAC-seq and bulk ATAC-seq (Additional file 1: Fig. S2a). Second, we compared the fragment size distribution in our samples to published data from other plants, such as maize [18], and found them to be similar (Additional file 1: Fig. S2b). Third, strong enrichment of fragments was observed within the regions that have been described as accessible chromatin (Additional file 1: Fig. S2d). Forth, the majority of scATAC peaks between replicates were overlapped (Additional file 1: Fig. S2e). 

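Of the peaks of Normal replicate 1, 64804 (97.4%) shared at least 1 bp with a peak of Normal replicate 2, and 1755 did not. Of the peaks of Normal replicate 2, 64409 (96.6%) were shared and 2295 were not. In HS replicate 1, 63323 peaks (97.1%) were shared with the other HS replicate and 1895 were not, and in HS replicate 2, 63084 (96.6%) were shared and 2200 were not. Between 92.1% and 92.9% of the Normal peaks shared 1 bp with a peak of an HS library, as did between 94.9% and 95.3% of the HS peaks with a peak of a Normal library. When an overlap of at least 50% of both peaks was required, the share between replicates was between 90.0% and 90.3%, and the share between conditions was between 76.6% and 78.5%.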

Taken together, these results demonstrated that our scATAC-seq dataset is robust and of high quality. To give the community full access to the intuitive mining of our data, we have developed the Single-Cell Chromatin Accessibility of Rice root (SCAR) website, which is freely available at http://www.elabcaas.cn/scar/index.html.

**Fig. 1:**
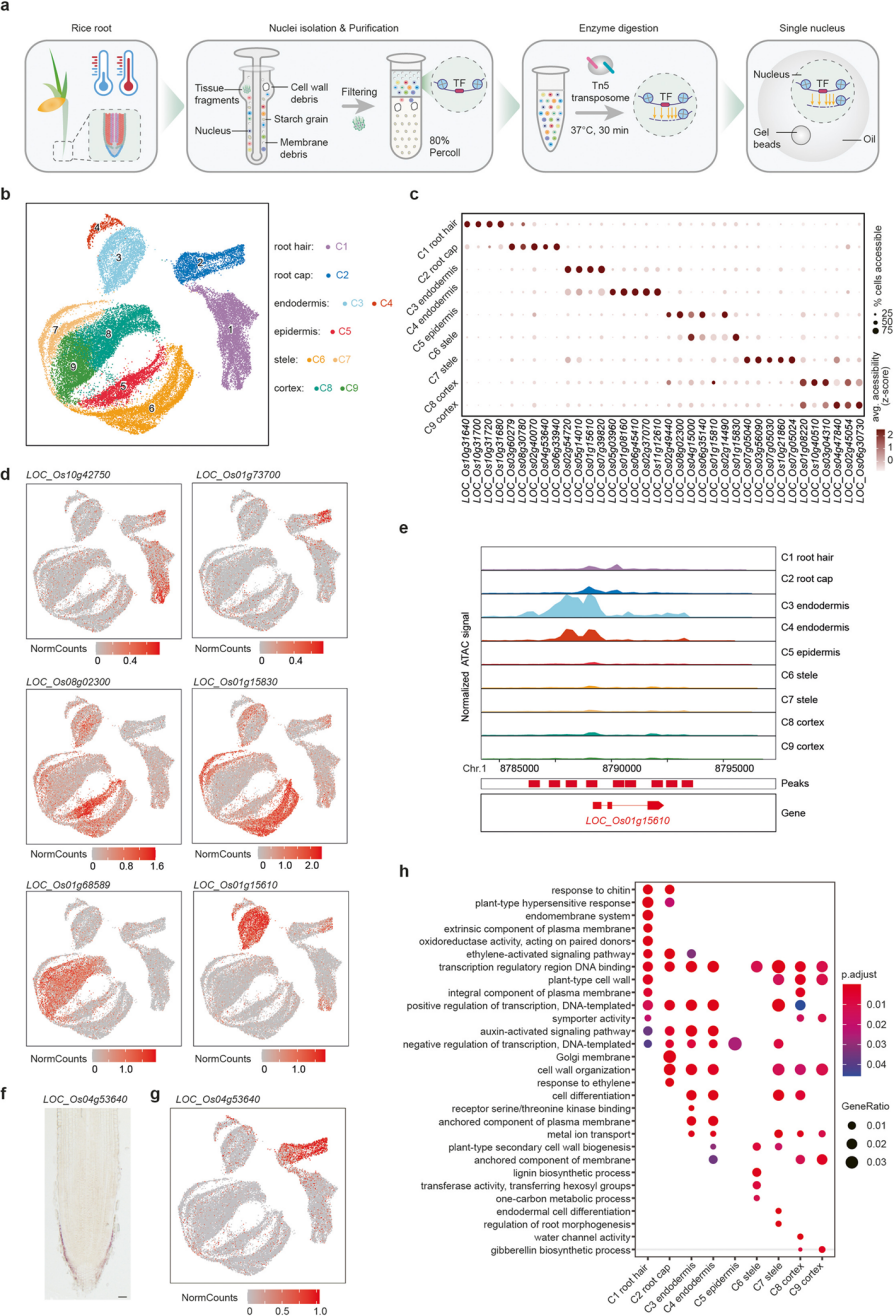
Single-cell ATAC-seq and cluster annotation of rice root tips. **a** Schematic overview of the experimental workflow. **b** UMAP visualization of nine clusters of root tip cells. Each dot indicates a single cell. Colours in the diagram of the root tip indicate the corresponding cell type. **c** Enrichment of accessibility of proximal regulatory elements for marker genes as identified by single-cell RNA-seq. Dot diameter, proportion of cluster cells with proximal regulatory elements for a given gene; colour, mean accessibility across cells in that cluster. **d** UMAP visualization of cell type-specific gene accessibility for a subset of marker genes associated with six different cell types. Each dot indicates a single cell. **e** Cluster-aggregated chromatin accessibility surrounding the gene *LOC_Os01g15610* for cells of endodermis. **f** RNA in situ hybridization of cell type accessibility marker gene *LOC_Os04g53640* for rice root cap. Scale bar, 40 μm. **g** UMAP visualization of cell type-specific gene accessibility of *LOC_Os04g53640* for rice root cap. Each dot indicates a single cell. **h** Scatter plots of GO enrichment analysis of differentially accessible genes for each cluster. Overrepresentation analysis and visualization performed using the ClusterProfiler R package. GO terms were obtained with adjusted *p*-value < 0.05 using the Benjamini–Hochberg method

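In the Normal replicates, a cell held a mean of 26953 ± 103 cut sites in peaks (SD, n = 2 libraries). The medians were 23709 in replicate 1 and 23839.5 in replicate 2. At 2 cut sites per fragment, the mean over all Normal cells amounts to 13476 fragments in peaks, and fragments outside peaks are not in the files. The number of nuclei was taken from the paper's Table S1 and is not a result of the files. The Normal libraries averaged 66631.5 peaks each, with a median length of 1169 bp in replicate 1 and 1164 bp in replicate 2. These peaks covered 35.4% and 35.6% of the genome, whose length was taken as the 372877280 bp up to the last peak of each chromosome. Merged regions called in all 4 libraries covered 38.3%, and the merged regions of all 4 lists 39.1%.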

Building on our quality controls, we were able to identify an average of 14,602 unique Tn5 integration sites in 25,312 nuclei, which corresponded to 13,848 ACRs covering ~ 18.6% of the rice genome (Additional file 1: Table S1). 

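The cells of the Normal libraries, clustered by themselves, formed 9 clusters. The cells of all 4 libraries together, on which the values per cluster rest, formed 7 clusters of 13348, 9156, 6896, 4750, 2756, 2283 and 2069 cells, numbered here from the largest. These numbers are not those of the paper's clusters. A resolution of 0.05 also gave 7 clusters, and a resolution of 0.2 gave 9. Without batch correction there were 11 clusters, 8 of which held less than 5% of their cells from 1 of the conditions. Clusters 6 and 7 had medians of 7940 and 11963 cut sites per cell, and the medians of clusters 1 to 5 lay between 23162 and 26203. On 8000 simulated cells of 5 types in batches, the same steps, with fewer Harmony clusters, found 5 clusters with every cell in its own type. The types were drawn from the summed profiles of clusters 1 to 5, in equal numbers of cells and without doublets. This cannot show whether cell types that share a cluster would be parted, since the types were the clusters themselves.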

Based on unsupervised uniform manifold approximation and projection (UMAP), cells grouped into nine clusters representing distinct chromatin profiles (Fig. 1b). Following published strategies [15, 18], we annotated clusters based on specific ACRs located in the promoters of genes with cell type-specific expression. To this end, we first identified a list of genes with cluster-specific ACRs using a gene score matrix (Fig. 1c; Additional file 2: Tables S2, S3), before cross-referencing with our previously published cell type marker genes [7] (Fig. 1d). For example, the promoter of the root hair marker gene *LOC_Os10g42750* contains a cluster 1 (C1)-specific ACR, the promoter of the root cap marker gene *LOC_Os01g73700* contains a cluster 2 (C2)-specific ACR, the promoter of the endodermis marker gene *LOC_Os01g15610* contains a cluster 3 (C3)- and cluster 4 (C4)-specific ACR, the promoter of the epidermis marker gene *LOC_Os08g02300* contains a cluster 5 (C5)-specific ACR, the promoter of the stele marker gene *LOC_Os01g15830* contains a cluster 6 (C6)- and cluster 7 (C7)-specific ACR, and the promoter of the cortex marker gene *LOC_Os01g68589* contains a cluster 8 (C8)- and cluster 9 (C9)-specific ACR (Fig. 1d, e; Additional file 1: Fig. S3a). This strategy allowed us to annotate all scATAC-seq clusters and revealed that major cell types of the root were represented in our dataset. 

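Accessibility of a gene was measured as the cut sites in regions that overlap its body or the 2000 bp upstream, per 10000 cut sites of the cluster. Values are means of the Normal replicates (± SD, n = 2), without p-values, since the clusters were made from the same counts. Gene positions were taken from Table S2 or, for LOC_Os01g15610, LOC_Os08g02300, LOC_Os01g15830 and LOC_Os01g68589, read by eye from the axes of Fig. 1e and Fig. S3a. LOC_Os10g42750, on chromosome 10 from 23341160 to 23346556, was highest in cluster 3 at 0.446 ± 0.001, against 0.240 ± 0.048 in cluster 7, the next highest. LOC_Os01g73700, on chromosome 1 from 42928687 to 42930011, was highest in cluster 5 at 0.354 ± 0.010, against 0.213 ± 0.008 in cluster 4. LOC_Os01g15610 was highest in cluster 4 at 1.87 ± 0.08, against 0.328 ± 0.025 in cluster 6. LOC_Os08g02300 was highest in cluster 2 at 0.724 ± 0.024, against 0.379 ± 0.024 in cluster 6, and LOC_Os01g15830 in cluster 2 at 2.03 ± 0.0003, against 1.01 ± 0.03 in cluster 6. LOC_Os01g68589 was highest in cluster 4 at 1.86 ± 0.009, against 1.67 ± 0.004 in cluster 1. Each of these differences was larger than the SD of either cluster. The genes with an origin in Table S2 were picked by the study from these libraries. All 11 root hair genes of the list used here were highest in cluster 3, and 10 of the 11 root cap genes were highest in cluster 5. The 11 root hair genes are not all separate loci, and some cut sites count for several genes. LOC_Os10g31710 and LOC_Os10g31720 lie in the same region, and LOC_Os10g31700 shares it and that of LOC_Os10g31680. LOC_Os10g31650 shares a region with LOC_Os10g31640. In the 9 clusters of resolution 0.2, LOC_Os08g02300 was highest in a cluster at 2.64 times the next, and LOC_Os01g15830 in another at 1.73 times the next. From such regions in the promoters of marker genes, the paper annotates all clusters and states that the major cell types of the root were represented.

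**Figure D1:**
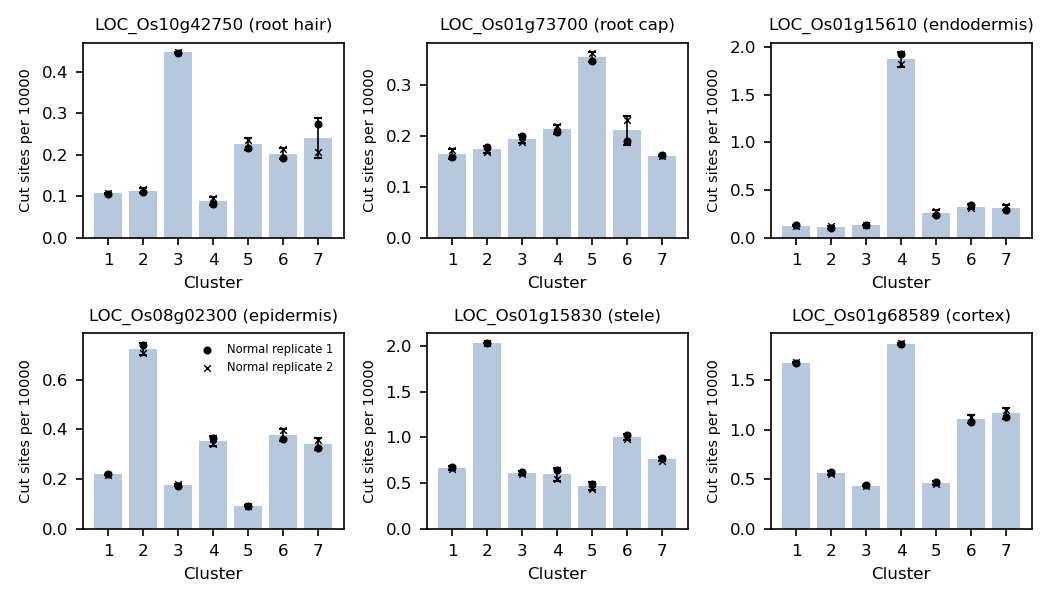
Cut sites in the regions of 6 marker genes (vertical axes, per 10000 cut sites of the cluster) in clusters 1 to 7 (horizontal axes) of the Normal libraries. Bars give the mean, error bars the SD, and points the 2 replicates, and the highest bar is that of cluster 3 for LOC_Os10g42750, cluster 5 for LOC_Os01g73700, cluster 4 for LOC_Os01g15610 and LOC_Os01g68589, and cluster 2 for LOC_Os08g02300 and LOC_Os01g15830.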

Interestingly, not all cluster-specific ACRs mapped to cell type marker genes. Consequently, we performed RNA in situ hybridization for a gene associated with differentially accessible regions and no prior evidence of cell type-specific expression. 

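LOC_Os04g53640 lies on chromosome 4 from 32056761 to 32058687, inside a single accessible region from 32053554 to 32059455. Its accessibility in the Normal libraries was 1.20 ± 0.08 cut sites per 10000 (SD, n = 2) in cluster 5, where other root cap genes of the list were highest too. It was 0.262 ± 0.022 in cluster 7, the next highest, and 0.062 ± 0.004 in cluster 1, the lowest. In the HS libraries, it was 1.41 ± 0.04 in cluster 5 and 0.235 ± 0.032 in cluster 7. The study picked this gene from the accessibility of these libraries, and the RNA in situ hybridization was not analysed here.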

Reassuringly, the mRNA detection of *LOC_Os04g53640* in the root cap was consistent with its enriched expression in the UMAP annotated root cap cluster (Fig. 1f, g; Additional file 1: Fig. S3b). It suggests that cluster-specific ACRs have the power to detect differentially expressed genes that single-cell RNA-seq is unable to identify.

Next, we compared the scATAC-seq with our recently reported scRNA-seq data from the protoplast of rice root tips [7]. We embedded them by adopting the approach used for integrating *Arabidopsis* scRNA-seq and scATAC-seq datasets [16] and plotted all cells with cell type labels from each dataset (Additional file 1: Fig. S4a). UMAP visualization showed similar distribution patterns for matching cell types between scRNA-seq and scATAC-seq, which further supported our cluster annotation. We also observed non-overlapping cells, which are likely caused by multiple factors, including (1) significant expression effects induced by the protoplasting during scRNA-seq, absent from the scATAC-seq process, and (2) genes with open chromatin accessibility but low/no expression (Additional file 2: Table S4), and genes in regions of closed chromatin, but high expression (Additional file 2: Table S5). Overall, cell type marker genes of scATAC-seq and scRNA-seq (Additional file 2: Table S6) showed a much higher correlation between matching cell types than between different cell types (Additional file 1: Fig. S4b), suggesting that the chromatin accessibility and gene expression datasets were positively correlated, further substantiating our cluster annotation. However, we found that some cell type marker genes of scRNA-seq, including *LOC_Os08g03450* of endodermis, did not show cell type-specific chromatin accessibility. One explanation is that scATAC-seq was performed on the nuclei, while RNA in situ hybridization (scRNA-seq) was performed on the whole tissue (cell), including the cytoplasm. The regulation of RNA decay, RNA transport, RNA methylation, etc. may contribute to the differences between chromatin accessibility and gene expression. On the other hand, it suggested that further experimental validation would still be required.

To categorize the function of genes associated with cluster-specific ACRs, we performed Gene Ontology (GO) analyses and found converging terms between scATAC-seq and scRNA-seq for all cell types. For example, genes related to water transport were enriched among mRNAs of cortex cells in scRNA-seq [7], as well as genes associated with cortex-specific ACRs identified in scATAC-seq (Fig. 1h; Additional file 2: Table S7), further highlighting the close correlation between chromatin accessibility maps and cell type transcriptomes from rice root tips.

### Characterization of cell type TF motifs in rice

We have previously described cell type-specific transcriptomes for root tips of two rice cultivars [7], but the regulatory mechanisms leading to these highly distinct expression programmes remained elusive. After having identified cell type-specific ACRs, we next asked which chromatin marks may be associated with these regions to gain an insight into their biochemical state. To this end, we integrated published ChIP-seq data on histone modifications with our ATAC-seq-based ACRs. Interestingly, we found that for all modifications tested, namely H3K4me1, H3K4me3, H3K27me3, and H3K9me2, the ChIP-seq signal at the middle point of ACRs represented a regional minimum. Furthermore, we found that levels of some modifications, such as H3K4me1 and H3K27me3, were different between cell types, whereas H3K9me2 appeared similar across all cell types (Fig. 2a). The underlying mechanism for this interesting pattern could be explored by future single-cell/cell type resolution histone modifications studies. These results suggested on the one hand that ACRs represent genomic regions with reduced histone methylation and on the other hand showed that these modifications show cell type-specific variations, which could contribute to chromatin accessibility and gene expression.

**Fig. 2:**
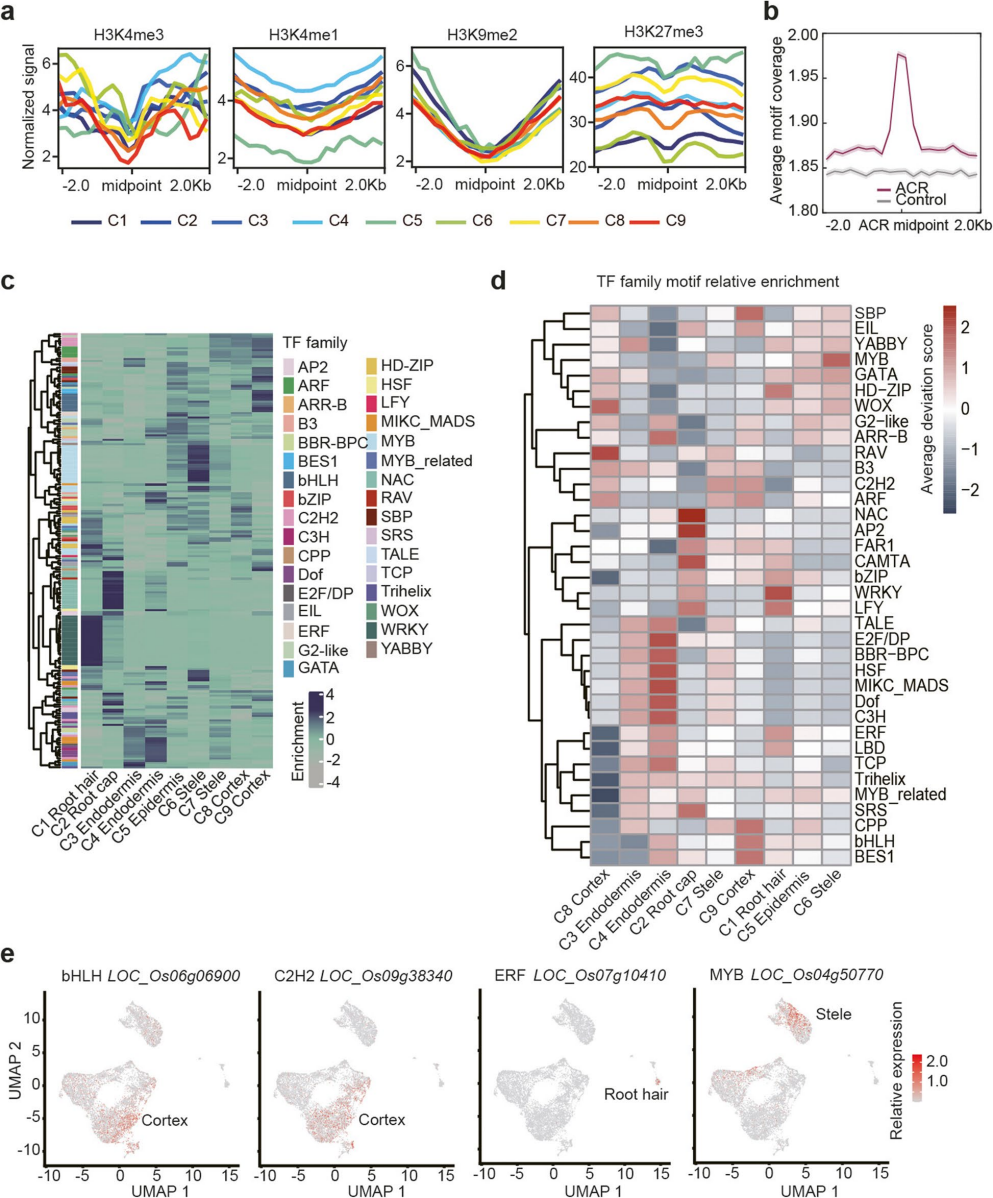
Characterization of cell type TF motifs in rice root tips. **a** Distribution of histone modifications around ACRs. Colours represent different cell types. **b** The average motif coverage across 4-kb windows centred on ACRs (*n* = 138,481) and control regions (*n* = 138,481). Shaded polygon, 95% confidence intervals. **c** Heatmap showing 264 TF motif enrichments represented by average deviation scores in the top 2000 ACRs for each cell type cluster. **d** The mean TF family motif enrichment (average deviation scores per cell type per TF family) across cell type scale by row with *z*-score. **e** Cross-referencing cluster-enriched TF binding motifs with scRNA-seq data (Liu et al. [7]); UMAP visualization of expression of cell type-specific TFs in Nip. Colour bars indicate the scaled expression level

Since gene expression is dictated by the interplay of open chromatin with TF activity, we aimed to elucidate the regulatory networks responsible for cell type differentiation in rice roots. Our analyses were built on the notion that TF-binding elements in ACRs represent the substrate for expressed TFs, identified by scRNA-seq, since most TFs can only bind to open chromatin, which is readily identified by scATAC-seq [18]. To establish cell type TF signatures, we first annotated known TF-binding sequences across the rice genome and plotted the average motif coverage around ACRs. We found that the occurrence of potential TF-binding sites was highly enriched in ACRs relative to control and flanking regions of the rice genome (Fig. 2b), supporting the idea that ACRs represent important regulatory regions. Next, we identified highly represented TF motifs for each cell type by calculating the relative enrichment of TF binding sequences within the top 2000 differential ACRs. An average of 32 TF motif combinations were significantly enriched (Fisher exact test, FDR < 0.01) per cell type, and the largest number of motif combinations was 53, found in the C2 root cap. Our analysis revealed many cluster-enriched TF motifs (Fig. 2c, d, Additional file 1: Fig. S5). For example, WRKY family TF motifs enriched in root hair; NAC, AP2, and CAMTA family TF motifs enriched in root cap; MYB family TF motifs enriched in the stele; and C2H2 family TF motifs enriched in the cortex (Additional file 1: Fig. S6). The enrichment of TF motifs was coincident with the known regulators of cell identity, including the WRKY family in root hair development [20], NAC family TFs in root cap development [21], and DNA binding with one finger (Dof) TF in endodermis regulation [22]. Cross-referencing these findings with our scRNA-seq data, we found that some members of TFs with cell type-specific expression, such as members of bHLH, MYB, C2H2, and ERF family TFs (Fig. 2e), coincide with their enriched TF-binding motifs from the same cell type (Fig. 2d; Additional file 1: Fig. S5a), further indicating that our annotation was robust.

### Chromatin accessibility trajectory of epidermal and root hair cells

While these analyses allowed the reconstruction of potential regulatory modules active in each cell type of the rice root, they were insufficient to reveal developmental dependencies between TF and target cell types. Pseudotime analysis has been a major step towards establishing causal relations in scRNA-seq data, and we have previously used it to reveal the differentiation trajectory of root hairs from epidermal cells [7]. Importantly, these analyses can also be applied to scATAC-seq data to order ACR heterogeneity within a cell type cluster into time-resolved chromatin accessibility dynamics. Using the root hair cluster as a model, we identified 13,848 ACRs, 131 TF motifs, and 3882 genes with significant differences in chromatin accessibility across the root hair pseudotime trajectory (Additional file 1: Fig. S7). Several known root hair developmental genes, including *LOC_Os10g42750*, were identified among the top differentially accessible genes throughout root hair development. 

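Normal cells of cluster 2, where LOC_Os08g02300 was highest, and of cluster 3, where LOC_Os10g42750 was highest, were placed along the line between the centres of these clusters. The stele gene LOC_Os01g15830 was also highest in cluster 2, so the start of this path is not epidermis alone. The 8653 cells were divided into 5 bins of equal size. Over the regions of LOC_Os10g42750, the bins held 0.091 ± 0.007, 0.104 ± 0.009, 0.159 ± 0.020, 0.470 ± 0.004 and 0.441 ± 0.011 cut sites per 10000 (SD, n = 2 libraries), from the first to the last. The log2 ratio of the last bin to the first was 2.28, with 2.34 without Normal replicate 1 and 2.23 without Normal replicate 2. Ordering cells by diffusion pseudotime gave 2.48. At resolution 0.2, cells of cluster 2 parted into a cluster of 5701 cells with LOC_Os01g15830 highest and a cluster of 2989 cells with LOC_Os08g02300 highest. A path from the latter, chosen after seeing the data, gave 2.34. Cells of cluster 3 made up 12.3% of the middle bin and all of the last 2 bins. The path ends in the cluster where this gene was highest, at 0.446 against 0.114 in cluster 2. A rise from the first to the last bin thus follows from that choice and does not test a rise along the path. With bins of equal width, the middle bin held 107 cells of Normal replicate 1 and 88 of Normal replicate 2, so few cells lay between the clusters. At the region over the start of the gene, from 23340790 to 23342506, the log2 ratio was 2.66, higher than at 99.1% of 33156 regions. At the other regions of the gene it was 0.36 and 0.85, higher than at 78.3% and 89.5% of them. Cells served as both the source of the order and of the values, so no p-value was computed, and the scRNA-seq profile was not analysed here.

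**Figure D2:**
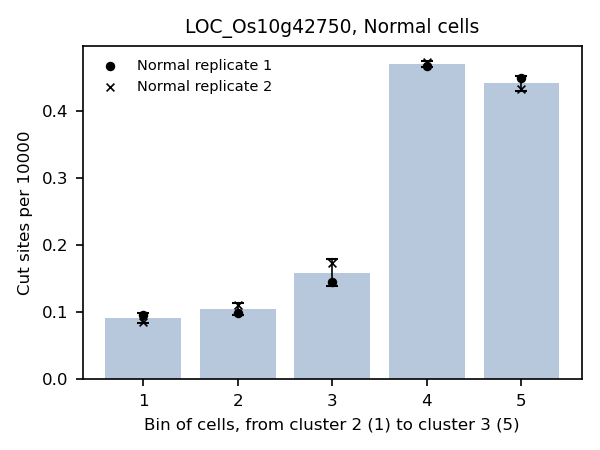
Cut sites in the regions of LOC_Os10g42750 (vertical axis, per 10000) in 5 bins of Normal cells ordered from cluster 2 to cluster 3 (horizontal axis). Bars give the mean of the 2 replicates, error bars the SD and points each replicate, and the values rise from 0.091 in the first bin to 0.470 in the fourth.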

Consistent with the central role of this gene for root hair development [23], the accessibility of chromatin in its regulatory region strongly increased during the transition from the epidermis to root hair identity, which was consistent with its RNA expression profile derived from scRNA-seq (Fig. 3a, b) [7]. Interestingly, we found a WRKY-binding motif in the ACR of *LOC_Os10g42750*, and cross-referencing with our scRNA-seq data allowed us to identify the WRKY TF *LOC_Os04g50920*, which is only expressed in the root hair and root cap and thus may represent a potential upstream activator (Fig. 3c, d). Thus, the pseudotime analysis of chromatin accessibility and RNA expression not only was able to resolve gene expression dynamics during root hair development but also allowed to resolve the regulatory mechanisms underlying a key developmental transition.

**Fig. 3:**
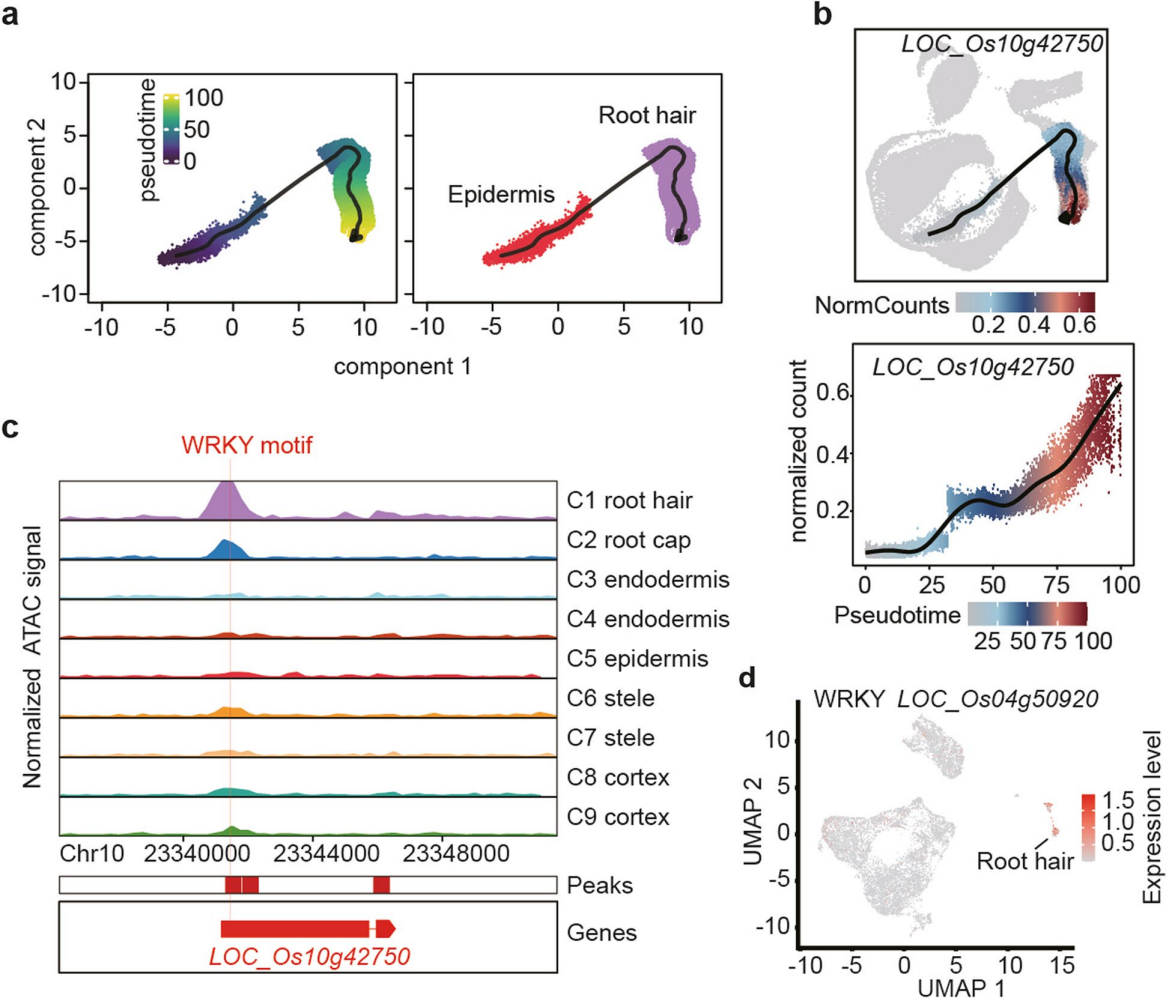
Chromatin accessibility trajectory of epidermal and root hair cells. **a** UMAP visualization of the root hair developmental trajectory depicting pseudotime (left) and cell types (right). **b** UMAP visualization of pseudotime of chromatin accessibility (top) and gene expression (bottom) for the root hair marker gene *LOC_Os10g42750*. **c** Cluster-aggregated chromatin accessibility surrounding the gene *LOC_Os10g42750* for cells of root hair. A WRKY was indicated in the ACR of *LOC_Os10g42750*. **d** UMAP visualization showing cell type-specific expression of WRKY TF *LOC_Os04g50920*. Colour bar indicates the scaled expression level

### Single-cell chromatin accessibility dynamics in response to heat stress

An important aspect of plant development is its astounding plasticity in response to environmental variation. Therefore, we were interested to analyse how an environmental factor, such as temperature, would affect the chromatin accessibility and hence the transcriptional programmes leading to root cell type development. We have previously shown that chromatin accessibility is responsive to heat stress (HS) in rice roots but were lacking cell type resolution [24]. To explore the HS-induced chromatin dynamics at the single-cell level, we carried out two independent rounds of scATAC-seq on rice root tips after exposure of 3 h to 45 °C (Fig. 4, Additional file 1: Fig. S2; Additional file 2: Tables S8, S9). 

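The HS data came from 2 libraries made and deposited in the same form as the Normal libraries. The heat treatment is that given by the paper, since the sample labels name none. HS replicate 1 held 350206085 cut sites in 65218 peaks over 490848 barcodes, and HS replicate 2 held 356798056 cut sites in 65284 peaks over 497305 barcodes. The cells of HS replicate 1 held 328595993 cut sites and those of HS replicate 2 held 334727687. For each region called in all 4 libraries, the counts of the cells of each library were summed and HS was compared with Normal by edgeR's quasi-likelihood test with TMM normalization. Regions were called at a Benjamini-Hochberg adjusted p of at most 0.01 and a change of at least 2-fold, which are the limits that the paper's methods give for peaks specific to a cluster. The paper's Wilcoxon test took cells as replicates, and here the 2 libraries per condition were the replicates. For HS the paper states 2 independent rounds, and for Normal the files do not show whether the pools of nuclei were separate. The tests of heat may thus rest on libraries that are not all biological replicates, and their p-values may miss biological variation. The called extent of a region can differ between libraries, and a library has no counts outside it, so the length called in each library was carried along with the counts.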

In total, we generated scATAC-seq profiles from 21,446 cells, which yielded on average 16,570 unique fragments mapping to the Nip genome (Additional file 1: Table S1). 

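The numbers of cells that Table S1 gives, 10719 and 10727, set how many barcodes were taken from HS replicates 1 and 2. A cell of the HS libraries held a mean of 30930 ± 388 cut sites in peaks (SD, n = 2 libraries), with medians of 27765 in replicate 1 and 28143 in replicate 2. At 2 cut sites per fragment, the mean over all HS cells amounts to 15465 fragments in peaks. In HS replicate 1, 93.8% of all cut sites in peaks lay in cells, and the same share, 93.8%, lay in cells in HS replicate 2. With a minimum of 1000 cut sites in place of the numbers of Table S1, the HS libraries would give 33456 cells. This minimum is not the paper's limit of 1000 fragments, since a fragment has 2 cut sites.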

For comparative analysis of cells that had not experienced heat shock, scATAC-seq reads from control and HS samples were merged and subsequently clustered. 

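Before batch correction, cells of Normal and HS libraries lay apart in clusters 1 to 6, and far less so in cluster 7. Among the 50 nearest neighbours of a cell, those from the other condition reached 0.021 of the number that chance gives in cluster 1, 0.019 in cluster 2 and 0.018 in cluster 3. They reached 0.121 in cluster 4, 0.052 in cluster 5, 0.0006 in cluster 6 and 0.811 in cluster 7. Neighbours from the other replicate of the same condition reached between 0.991 and 1.00 of that number in clusters 1 to 5. In cluster 6 they reached 0.951 for Normal and 0.873 for HS, and in cluster 7 1.00 and 0.995. After Harmony corrected for the library, neighbours from the other condition reached between 0.771 in cluster 6 and 0.992 in cluster 7. The correction takes out whatever separates the libraries, a batch or the heat. Each cluster then held cells of all 4 libraries, with 448 cells of Normal replicate 1 in cluster 7 as the smallest number.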

UMAP visualization revealed nine clusters of HS-treated cells that overall were similar to clusters identified in controls (Fig. 4a, b). In addition to the general alignment of cell clusters, the relative numbers of cells per cluster were also comparable (Fig. 4c), demonstrating that chromatin accessibility was not massively disturbed by HS. 

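Of the cells of each condition, cluster 1 held 34.6% ± 0.1 in Normal and 29.8% ± 0.02 in HS (SD, n = 2 libraries), a difference of -4.81 points. Cluster 4 rose by 3.06 points, from 10.1% ± 0.2 to 13.2% ± 0.1, and cluster 6 by 1.92 points, from 4.64% ± 0.08 to 6.56% ± 0.2. Cluster 7 rose by 1.23 points, from 4.44% ± 0.6 to 5.68% ± 0.02. Cluster 5 went from 7.11% ± 0.03 to 6.19% ± 0.05, and cluster 2 from 22.5% ± 0.5 to 21.8% ± 0.3. In cluster 3, the shares of 16.6% ± 0.3 and 16.8% ± 0.03 differed by less than the spread between replicates. In the other clusters, the values of the Normal libraries did not overlap with those of the HS libraries, and with 2 libraries against 2 the smallest p of an exact permutation test is 0.33. Over all clusters, the chi-square with 6 degrees of freedom was 11.0 between the Normal replicates and 1.57 between the HS replicates, and 162 and 118 between a Normal and an HS library. Without batch correction, the difference in cluster 1 was -6.00 points, while cluster 2 reversed to 0.34 points and cluster 3 to -0.16 points. The paper reasons from the aligned clusters and the comparable numbers of cells that HS did not massively disturb chromatin accessibility.

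**Figure D3:**
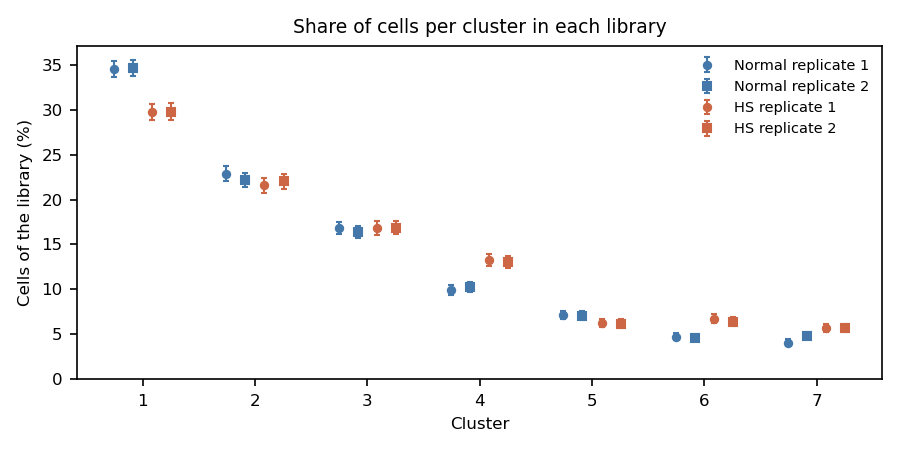
Share of the cells of each library (vertical axis, percent) in clusters 1 to 7 (horizontal axis). Points are libraries and error bars their exact 95% binomial intervals (Clopper-Pearson), which cover counting error only, and in cluster 1 the Normal libraries lie near 34.6% and the HS libraries near 29.8%.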

Interestingly, we observed that cells of the root cap, root hair, and stele showed more divergence between normal growth conditions and HS (Fig. 4e) than those of the epidermis, endodermis, and cortex, suggesting chromatin accessibility in these tissues was specifically responsive to heat stress. 

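Counts were thinned to 4503924 cut sites per cluster and library, so that the size of a cluster would not set its number of calls, and each cluster was tested by edgeR's quasi-likelihood test. Regions past both limits between Normal and HS numbered 91 in cluster 1, 35 in cluster 2, 148 in cluster 3, 153 in cluster 4, 426 in cluster 5, 330 in cluster 6 and 366 in cluster 7. Root cap genes were highest in cluster 5 and root hair genes in cluster 3. Stele and epidermis genes were not parted in these clusters, nor were endodermis and cortex genes. The random draw of the thinning moved the numbers, and 5 further draws, chosen after seeing the data, gave from 558 to 761 in cluster 5 and from 118 to 337 in cluster 3. They gave from 58 to 235 in cluster 1, from 31 to 194 in cluster 2 and from 112 to 234 in cluster 4. Without any 1 of the 4 libraries, edgeR called 0 regions in clusters 1 to 5, where between 5693 and 7124 regions had an unadjusted p under 0.05. With all 4 libraries, DESeq2 called 366, 334, 651, 374 and 724 regions in clusters 1 to 5. The median size of the log2 fold change was 0.33 in cluster 5, 0.32 in cluster 3, 0.30 in cluster 2, 0.29 in cluster 1 and 0.29 in cluster 4. These counts rest in part on called extents that differ between the conditions. A direct test of whether the heat effect differs between clusters 3 and 5, by the interaction of cluster and heat with library as block, called 75 regions, 28 with the higher effect in cluster 5 and 47 in cluster 3. For clusters 4 and 5, it called 205. In 5 further draws of the thinning, it called from 64 to 141 for clusters 3 and 5. For clusters 4 and 5 it called from 119 to 202 in these draws, always below 205. Without any 1 library, it called 0 for clusters 3 and 5, with between 4003 and 4388 regions at an unadjusted p under 0.05, and no other tool was run on it. The paper proposes from the difference between the tissues that chromatin accessibility in root cap, root hair and stele was specifically responsive to heat stress.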

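In all cells together, 55495 regions were tested between Normal and HS, with summed counts per library between 251439873 and 257203035. After heat, 1133 regions were raised and 1604 lowered. The calls went with the extent over which a region was called in each library. Of the raised regions, 1133 were called longer in HS, and of the lowered regions, 1601 were called shorter. Across regions, which are not independent replicates, the log2 fold change had a Pearson correlation of 0.856 with the log2 ratio of called length. Over the 22142 regions whose called length differed by less than 10%, edgeR called 12 raised and 7 lowered. A region that opens or closes can be called longer or shorter, so this choice of regions leaves out changed regions by construction and does not measure the part of the extents. With an adjusted p of 0.05 and no fold minimum, 17761 regions were raised and 17086 lowered. Counts per called bp, an alternative chosen after seeing the data, gave 128 raised and 140 lowered. With all 4 libraries, the region with the largest rise, on chromosome 5 from 18378528 to 18380076, had a log2 fold change of 8.82 (standard error 0.82, adjusted p = 0.000103 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called over 1 bp and 18 bp in the Normal libraries and over 642 bp and 1538 bp in the HS libraries. It was 7.91 without Normal replicate 1, where another region rose by 11.34, and 11.99 without Normal replicate 2. The largest fall, on chromosome 10 from 2449603 to 2450406, was -6.42 (standard error 0.46, adjusted p = 3.09e-05 from the same test). Its region was called over 804 bp and 752 bp in Normal and over 7 bp and 16 bp in HS. It was -6.51 without Normal replicate 1 and -6.32 without Normal replicate 2. It was -6.12 without HS replicate 1, where another region was at -6.38. It was -6.80 without HS replicate 2, where others were at -10.30 and -8.74. By counts per called bp, the region of the largest rise was at 2.15 and that of the largest fall at -0.39. Regions called in both Normal libraries and in neither HS library numbered 2893, with a median length of 332 bp. Those called in both HS libraries and in neither Normal library numbered 1588, with a median of 354 bp. For comparison, between 82 and 125 regions were called in 1 Normal and 1 HS library and in neither of the others. Motifs were not analysed here, since the genome sequence is not held.

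**Figure D4:**
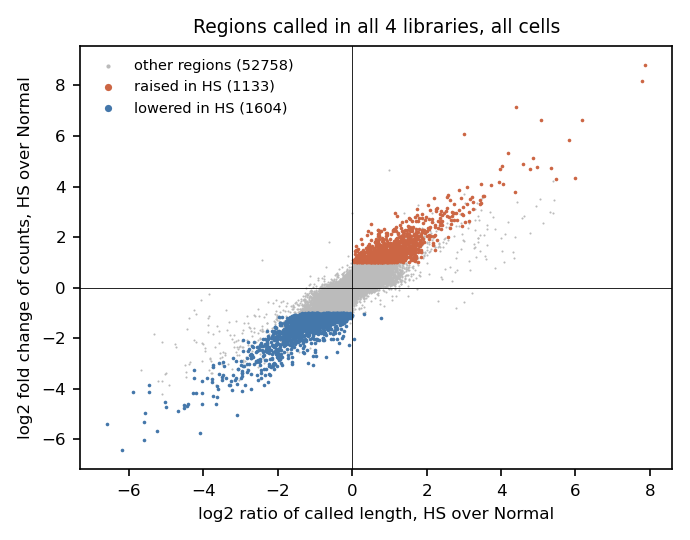
Log2 fold change of counts between HS and Normal (vertical axis) against the log2 ratio of the called length between HS and Normal (horizontal axis), a point per region. The 1133 raised and 1604 lowered regions are coloured, and the changes rise along with the ratio of called length.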

To elucidate the mechanisms driving specific and more general responses to temperature, we identified heat shock-specific ACRs and searched for overrepresented regulatory motifs by MotifScan [25]. Notably, heat stress transcription factor (HSF)-binding motifs were the top enriched ones for all nine cell types (Additional file 3: Table S10). In the next step, we subjected genes associated with heat shock-specific ACRs to GO analysis and found that several GO terms were shared by all cell clusters (Fig. 4d). Reassuringly, “response to heat” was the top GO term across all cell types, demonstrating that HS generally affected the chromatin accessibility of heat response-related genes. Interestingly, we also observed cluster-specific GO terms. For example, “jasmonic acid biosynthetic process” was found in cluster 3 endodermis (Fig. 4d; Additional file 1: Fig. S8). To compare our scATAC and bulk ATAC data, we used gene track analysis on genes that showed responses in chromatin state in one of the assays (Fig. 4e, f), while we were able to identify many differential ATAC peaks between normal and HS that were cell type-specific in scATAC-seq (Fig. 4e), which could not be identified by bulk ATAC-seq (Fig. 4f), suggesting scATAC-seq not only offers single-cell resolution, but also is more powerful in identifying ACRs in response to environmental changes.

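The sum of all cells of a library stands in here for a test without cell types and is not the bulk ATAC-seq, which was not analysed here. Of 537 regions raised in at least 1 of the 7 clusters, 371 were called in 1 cluster alone and 277 were not called in all cells. Of 455 lowered regions, 342 were called in 1 cluster alone and 262 were not called in all cells. These tallies include clusters 6 and 7, which had few cut sites per cell and may not be cell types. Cluster 6 had 189 raised and 141 lowered regions, and cluster 7 had 185 and 181. A region called in 1 cluster alone is not shown to respond there alone, since the other clusters can fall just short of the limits. By counts per called bp, 538 of 621 raised and 421 of 517 lowered regions were called in 1 cluster alone. By the same counts, 552 of the 621 raised and 445 of the 517 lowered regions were not called in all cells. LOC_Os03g29760, the gene of Fig. 4f, lies in a region on chromosome 3 from 17409537 to 17422233, and its position was read by eye from the axis of that figure. In all cells, its log2 fold change after heat was 0.22 (standard error 0.02, adjusted p = 2.66e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), short of 2-fold, and it was 0.05 per called bp (adjusted p = 0.0692). In cluster 3 it was 0.59 (standard error 0.07, adjusted p = 0.0103), and in cluster 5 it was -0.23 (standard error 0.11, adjusted p = 0.233). The effect in cluster 5 minus that in cluster 3 was -0.83 (standard error 0.14, adjusted p = 0.00206 from the test of the difference), and without any 1 library it stayed between -0.94 and -0.73 with adjusted p from 0.397 to 0.616. In 5 further draws of the thinning, this difference lay between -0.73 and -0.51, so the -0.83 lies beyond every further draw. The adjusted p of these draws lay between 0.00182 and 0.0754 from the test of the difference. LOC_Os04g50920 changed by 0.45 in all cells (standard error 0.02, adjusted p = 1.69e-06), by 0.25 per called bp (adjusted p = 0.004), and by 0.17 to 0.59 in single clusters.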

**Fig. 4:**
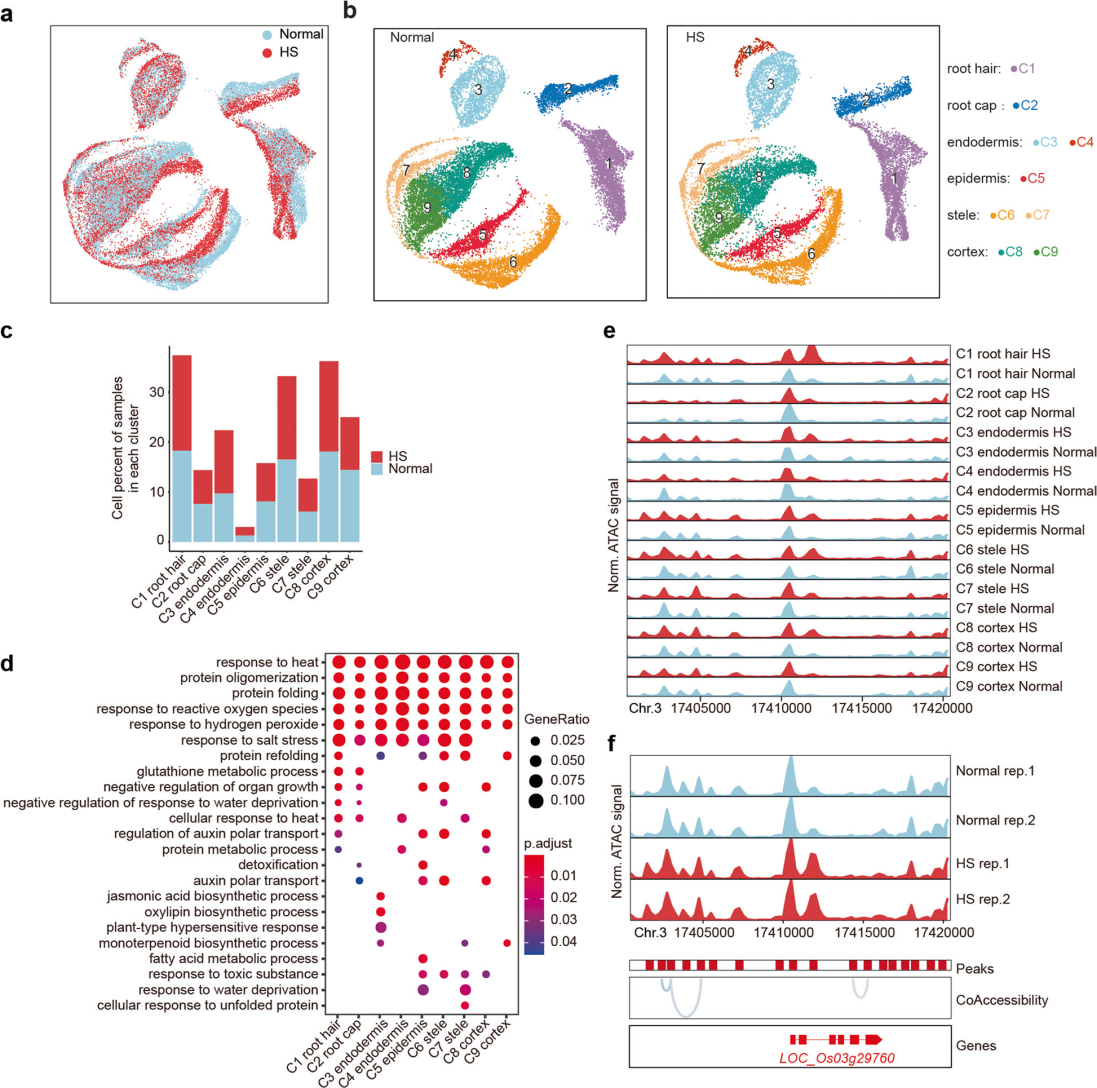
Single-cell chromatin accessibility dynamics in response to heat stress. **a** UMAP visualization of normal and HS scATAC clusters after alignment. Each dot indicates a single cell. The colours indicate normal or HS. **b** UMAP visualization of separated normal and HS samples of scATAC-seq clusters after alignment. Each dot indicates a single cell. **c** Bar plot comparison of cell percentage between normal and HS for each cluster. **d** Scatter plots of GO enrichment analysis of differentially accessible genes for each cluster between normal and HS. Overrepresentation analysis and visualization performed using the ClusterProfiler R package. **e**, **f** Genome browser screenshot comparison of chromatin accessibility between normal and HS samples from bulk ATAC-seq (**f**) and scATAC-seq with each cluster (**e**)

## Conclusions

In this study, we applied scATAC-seq and obtained chromatin profiles of more than 46,000 nuclei of rice root tips under normal and heat stress conditions. Single-cell chromatin landscapes allowed us to identify nine clusters of cells that covered the major cell types found in the root tip. This structure correlated well with scRNA-seq data and revealed cell type-specific regulatory modules. Importantly, our analysis also defined chromatin dynamics during cell type development and in response to heat stress. Taken together, our results represent a valuable resource of chromatin accessibility at single-cell resolution to study the development and function of rice root cell types.

## Methods

### Rice growth conditions and nuclei isolation

Rice Nip seeds were soaked in water in the dark until germination and then cultured in Hoagland’s Complete Nutrient Solution for 3 days (28 °C, 10-h light/14-h dark cycles, 300 lux). Primary root tips 5 mm in length from the 3-day-old rice seedlings were harvested and fixed with cold paraformaldehyde solution (2%) for 30 min. Then, the root tips were transferred to a Dounce grinder (kimble), which was filled with cold lysis buffer (10 mM Tris-HCl, 10 mM NaCl, 1 mM MgCl_2_, 1% BSA) and 0.2% Tween 20 (0.2% NP-40, 0.0075% digitonin). 0.5% 2-ME (v/v) were added, and then the roots were ground completely. The homogenate was filtered with a 20-μm mesh (Sysmex) following centrifuge at 480 rcf for 5 min at 4 °C. After removing the supernatant, 1% BSA buffer (10 mM Tris-HCl (pH7.4), 10 mM NaCl, 3 mM MgCl_2_, 1% BSA (v/v)) was added to resuspend the pellet. Then, the mixture was placed on 80% Percoll and following centrifuge at 300 rcf for 25 min at 4 °C. After removing 150 μl supernatant, the nuclei were transferred to a new Eppendorf tube and washed twice with 1% BSA buffer. The nuclei were resuspended in a chilled Diluted Nuclei Buffer (10x Genomics, PN-2000153). The nuclei were stained by DAPI and trypan to check the quality and quantity.

### scATAC-seq library preparation and sequencing

The isolated nuclei were processed immediately through the 10x Chromium Single Cell Platform according to the manufacturer’s instructions (10x Genomics). Briefly, 16,000 resuspended nuclei (concentration 3000–7000 nuclei/μl) were combined with ATAC Buffer and ATAC Tn5 transposase (10x Genomics) to form a transposition mix. After incubation for 30 min at 37 °C, barcoding reagent and enzyme (10x Genomics) were added, and the resulting mix was loaded onto a single-cell chip, which was subsequently placed into a Chromium Single Cell Controller instrument for library construction. Quantification of the DNA library was done by Agilent 2100 Bioanalyzer then sequenced with an Illumina Hiseq 2000 sequencer.

### Bulk ATAC-seq and data processing

Bulk ATAC-seq was performed as described previously [24]. Qubit fluorometer and Agilent Bioanalyzer 2100 were used to check library quality and concentration. DNA libraries were constructed using NEBNext DNA Library Prep Kit (Neb) and sequenced on an Illumina HiSeq 2000 platform with 150-bp paired-end reads. FASTQ files were mapped to *Oryza sativa* Nip genome by using Bowtie2 [26] with “-N 1 -X 2000” parameters. The MACS2 software was used to call peaks with -q 0.05 --nomodel --extsize 150. We defined differential peaks between two groups with the MAnorm software [27] by using abs (*M* value) ≥ 1; *M* value is the log2 fold change of normalization chromatin accessibility signal between two normal and HS samples.

### Single-cell ATAC-seq data processing (QC)

FASTQ files of each sample were firstly processed by using cellranger-atac (v.1.2.0) count pipeline coupled with *Oryza sativa* Nip genome to generate fragment and cell files. Next, we used createArrowFiles function in ArchR [19] to filter low-quality cells following these criteria: (1) filterTSS = 1.5; (2) filterFrags = 1000; and (3) validBarcodes = cellranger.cells. The cellranger.cells was generated with getValidBarcodes function in ArchR, which means we only used the cells after passing the strict quality control with cellranger-atac and ArchR softwares. At last, doublets (5174 cells) were filtered by addDoubletScores and filterDoublets functions with default parameters in ArchR. We used the ArchR software for most of our single-cell ATAC-seq datasets analysis.

### Estimation of gene accessibility scores

In view of smaller genome of rice than human genomes, we estimated the gene accessibility score by using addGeneScoreMatrix function with “exp(-abs(x)/2000) + exp(-1)” geneModel, “c(500, 10000)” extendstreams and “2000” geneUpstream parameters. ArchR allows for the use of accessibility within the entire gene body and putative distal regulatory elements with complex user-supplied custom distance-weighted accessibility models contributes to the gene score.

### Clustering and cell type annotation

We got the “TileMatrix”, which is genome-wide 500-bp tiles in ArchRProject. log(TF-IDF) (Term frequency-inverse document frequency) normalization with TileMatrix, Latent Semantic Indexing (LSI) dimensionality reduction and harmony batch effect correction methods were chosen for the subsequent analysis. We used 0.1 resolution to define cell clusters and UMAP to visualize single cells. Nine clusters were identified and annotated cell types based on the promoter of cell type marker genes containing cluster-specific ACRs.

### ACRs and differential chromatin accessibility identification

MACS2 was used to call ATAC peaks. Specifically, we generated a reproducible peak set and called union peaks among clusters with addReproduciblePeakSet and addPeakMatrix functions, respectively. The getMarkerFeatures function was used to detect all kinds of differential chromatin accessibility in our analysis, in more detail, GeneScoreMatrix for defining cluster-specific marker genes and PeakMatrix for detecting cluster-specific ACRs among clusters. On the other hand, differential peaks and gene scores were also evaluated between the normal and HS groups in each cluster. Bias with TSS enrichment and log10(nFrags) were also accounted for in selecting a matched null group for marker feature identification, and the Wilcoxon test was used for statistical analysis.

### RNA in situ hybridization

RNA in situ hybridization was performed as described previously [28, 29]. Briefly, the specific region for the selected genes was cloned into pGEM-TEasy (Promega) vector, and then Digoxigenin RNA labelling kit (Roche) was used for in vitro transcription and labelling. After hybridization and immunological detection, signals were visualized under Leica DM6 B microscopy with bright-field mode. Primers of 5′-GCTGATATCCTTGCTCTGGTAGC-3′ and 5′-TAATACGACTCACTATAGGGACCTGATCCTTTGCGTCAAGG-3′ were used to generate an antisense probe of *LOC_Os04g53640*, and primers 5′-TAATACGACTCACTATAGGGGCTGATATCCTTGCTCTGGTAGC-3′ and 5′-ACCTGATCCTTTGCGTCAAGG-3′ were used to generate its sense probe.

### Functional enrichment

We used cutoff (FDR ≤ 0.01 and Log2FC ≥ 1) to define cluster-specific marker genes and peaks, and the nearest gene of a peak was regarded as its target gene for functional analysis. compareCluster function in the clusterProfiler package [30, 31] was used to do functional analysis with differential gene sets annotated with GO database (Gene Ontology, http://geneontology.org/). Enrichment terms were obtained with p.adjust < 0.05. *p*-value adjustment (FDR) is performed using the Benjamini–Hochberg method. Here, enrichment is implemented with the hypergeometric test (Fisher’s exact test).

### Identification of co-accessible ACRs

We defined co-accessibility ACRs with a correlation of 0.5 threshold using addCoAccessibility and getCoAccessibility functions in ArchR across all cells. Co-accessibility ACRs will be shown as a loop when plotting a browser tracks with ArchRProject.

### Motif enrichment analysis and deviation score assessment

Rice TF motifs were downloaded from the PlantTFDB v5.0 database (http://planttfdb.gao-lab.org/download.php#bind_motif). First, we used MotifScan (http://bioinfo.sibs.ac.cn/shaolab/motifscan/index.php) to predict all TF motif-binding sites across union peak regions with cutoff *p*-value < 1e−4. “genomecompile” and “motifcompile” commands had been run to get reference index and background motif score cutoff under different *p*-value. Next, we used the addPeakAnnotations function to add our motif-binding site annotation and got a motif deviation score matrix with the addDeviationsMatrix function by ArchR.

### Trajectory analysis and changes of features across pseudotime

We performed trajectory analysis by using the addTrajectory function in the ArchR software [19] with default parameters. The root hair cells are differentiated from the epidermis; thus, we defined a trajectory backbone (C5>C1, as the addTrajectory function in ArchR must span at least 3 groups, we subcluster cells with resolution 0.3, which C1 was exactly divided into two parts) that provides a rough ordering of cell clusters. Changes in the features about gene score, motif, and peak across pseudotime were calculated by using the getTrajectory function with default suggested parameters of ArchR official tutorial (https://www.archrproject.com/bookdown). The trajectory-associated figures were plotted by using plotTrajectoryHeatmap and plotTrajectory functions. Some cells were filtered in the final trajectory by preFilterQuantile with the default parameters, which resulted in these cells were not in the final trajectory.

### Integration of scRNA-seq and scATAC-seq datasets

We integrated our scRNA-seq [7] with scATAC-seq data by adopting the approach used for integrating *Arabidopsis* scRNA-seq and scATAC-seq datasets [16]. Firstly, we created a seurat object by using a gene-score matrix from scATAC-seq data, and the CCA method was chosen for the integration by using FindTransferAnchors to get a transfer.anchors object. Secondly, the TransferData function was used to add the imputed data matrix to the scATAC-seq object in LSI reduction weight, and variable genes of scRNA-seq object were used. Finally, the scRNA-seq and scATAC-seq object were merged, and we performed UMAP on this combined object to visualize the co-embedding.

### Integration of ACRs and histone modification datasets

The ChIP-seq datasets, including H3K4me1, H3K4me3, H3K27me3, and H3K9me2 from 1-week-old rice Nip, were downloaded from http://glab.hzau.edu.cn/RiceENCODE/ [32, 33]. Python package deeptools was used to generate the plot.

## Supplementary Information

**Additional file 1: Figure S1.** Isolation and purification of nuclei from rice root tips. **Figure S2.** Evaluation and quality control of rice scATAC-seq. **Figure S3.** Example of cluster-enriched chromatin accessibility and surrounding genes, and in situ hybridization of sense probe. **Figure S4.** Correlation between scATAC-seq and scRNA-seq. **Figure S5.** Heatmap showing enrichment of TF motifs. **Figure S6.** TFs and motif enrichment at ACRs in rice root. **Figure S7.** Pseudotime heatmap ordering from epidermis to root hair. **Figure S8.** Violin plot showing chromatin accessibility changes in genes related to “jasmonic acid biosynthetic process”. **Table S1:** Sequencing statistics.

**Additional file 2: Table S2:** Marker genes of each cluster. **Table S3:** ACRs of each cluster for Normal and HS. **Table S4:** List of genes with open chromatin accessibility but low/no expression. **Table S5:** List of genes with close chromatin accessibility but high expression. **Table S6:** List of overlapped marker genes between scRNA-seq and scATAC-seq. **Table S7:** List of GO terms for genes associated with cluster specific ACRs. **Table S8:** ACRs and corresponding genes detected in the bulk ATAC-seq experiment for Normal. **Table S9:** ACRs and corresponding genes detected in the bulk ATAC-seq experiment for HS.

**Additional file 3: Table S10:** Enriched TF motifs in differential ACRs upon heat stress for each cluster.

## Data Availability

All data generated or analysed during this study are included in this published article, its supplementary information files, and publicly available repositories. The scATAC-seq and bulk ATAC-seq data in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database with the accession numbers: GSE214132.

## Abbreviations

ACRs: Accessible chromatin regions
ATAC-seq: Assay for transposase-accessible chromatin with high-throughput sequencing
Dof: DNA-binding with one finger
GEO: Gene expression omnibus
GO: Gene Ontology
HS: Heat stress
HSFs: Heat stress transcription factors
LSI: Latent semantic indexing
Nip: Nipponbare
QC: Quality control
SCAR: Single-cell chromatin accessibility of rice root
scATAC-seq: Single-cell ATAC-seq
scRNA-seq: Single-cell RNA sequencing
TF-IDF: Term frequency-inverse document frequency
TFs: Transcription factors
TSS: Transcription start site
UMAP: Uniform manifold approximation and projection

# Supplementary material for: Chromatin accessibility illuminates single-cell regulatory dynamics of rice root tips
**Source:** BMC Biol. 2022 Dec 8;20:274. doi: 10.1186/s12915-022-01473-2
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Isolation and purification of nuclei from rice root tips. Figure S2. Evaluation and quality control of rice scATAC-seq. Figure S3. Example of cluster-enriched chromatin accessibility and surrounding genes, and in situ hybridization of sense probe. Figure S4. Correlation between scATAC-seq and scRNA-seq. Figure S5. Heatmap showing enrichment of TF motifs. Figure S6. TFs and motif enrichment at ACRs in rice root. Figure S7. Pseudotime heatmap ordering from epidermis to root hair. Figure S8. Violin plot showing chromatin accessibility changes in genes related to “jasmonic acid biosynthetic process”. Table S1: Sequencing statistics.

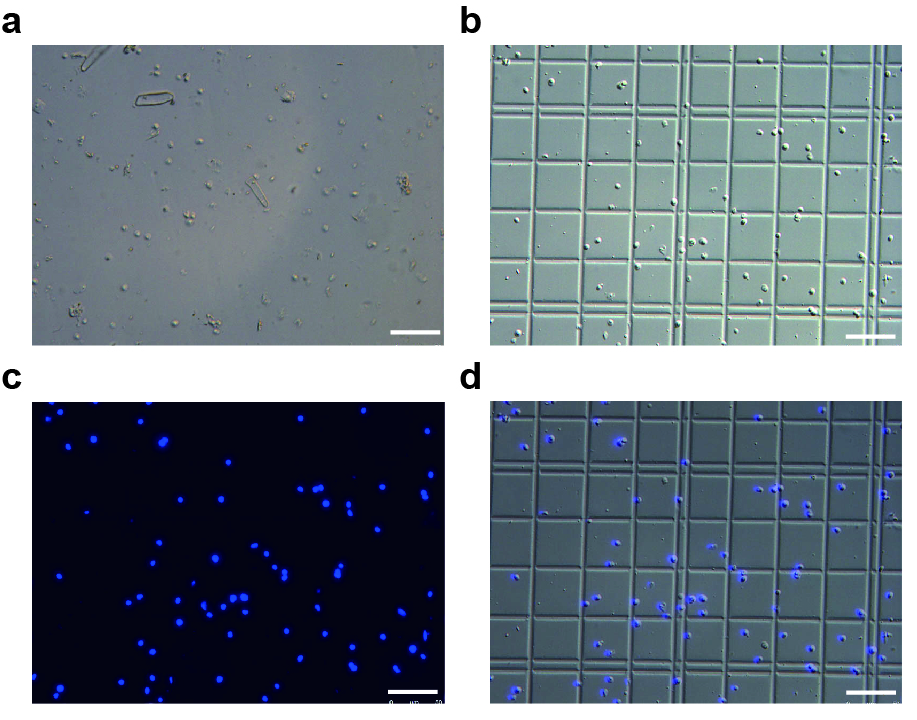

**Figure S1.** Isolation and purification of nuclei from rice root tips. **a** Before nuclei purification, nuclei were mixed with tissue fragments, debris of membrane and cell wall, and starch grain in the lysate. **b-d** Nuclei with high quality and purification. The nuclei were visualized under DIC mode of Leica DM6 B microscope. Tissue fragments, debris and starch grain have been removed (**b**). Intact nucleus showed intensive blue light, indicating the nuclei (**c** dark field and **d** merged) were almost intergral. DAPI was used for nuclei staining. Scale bars, 50 μm.

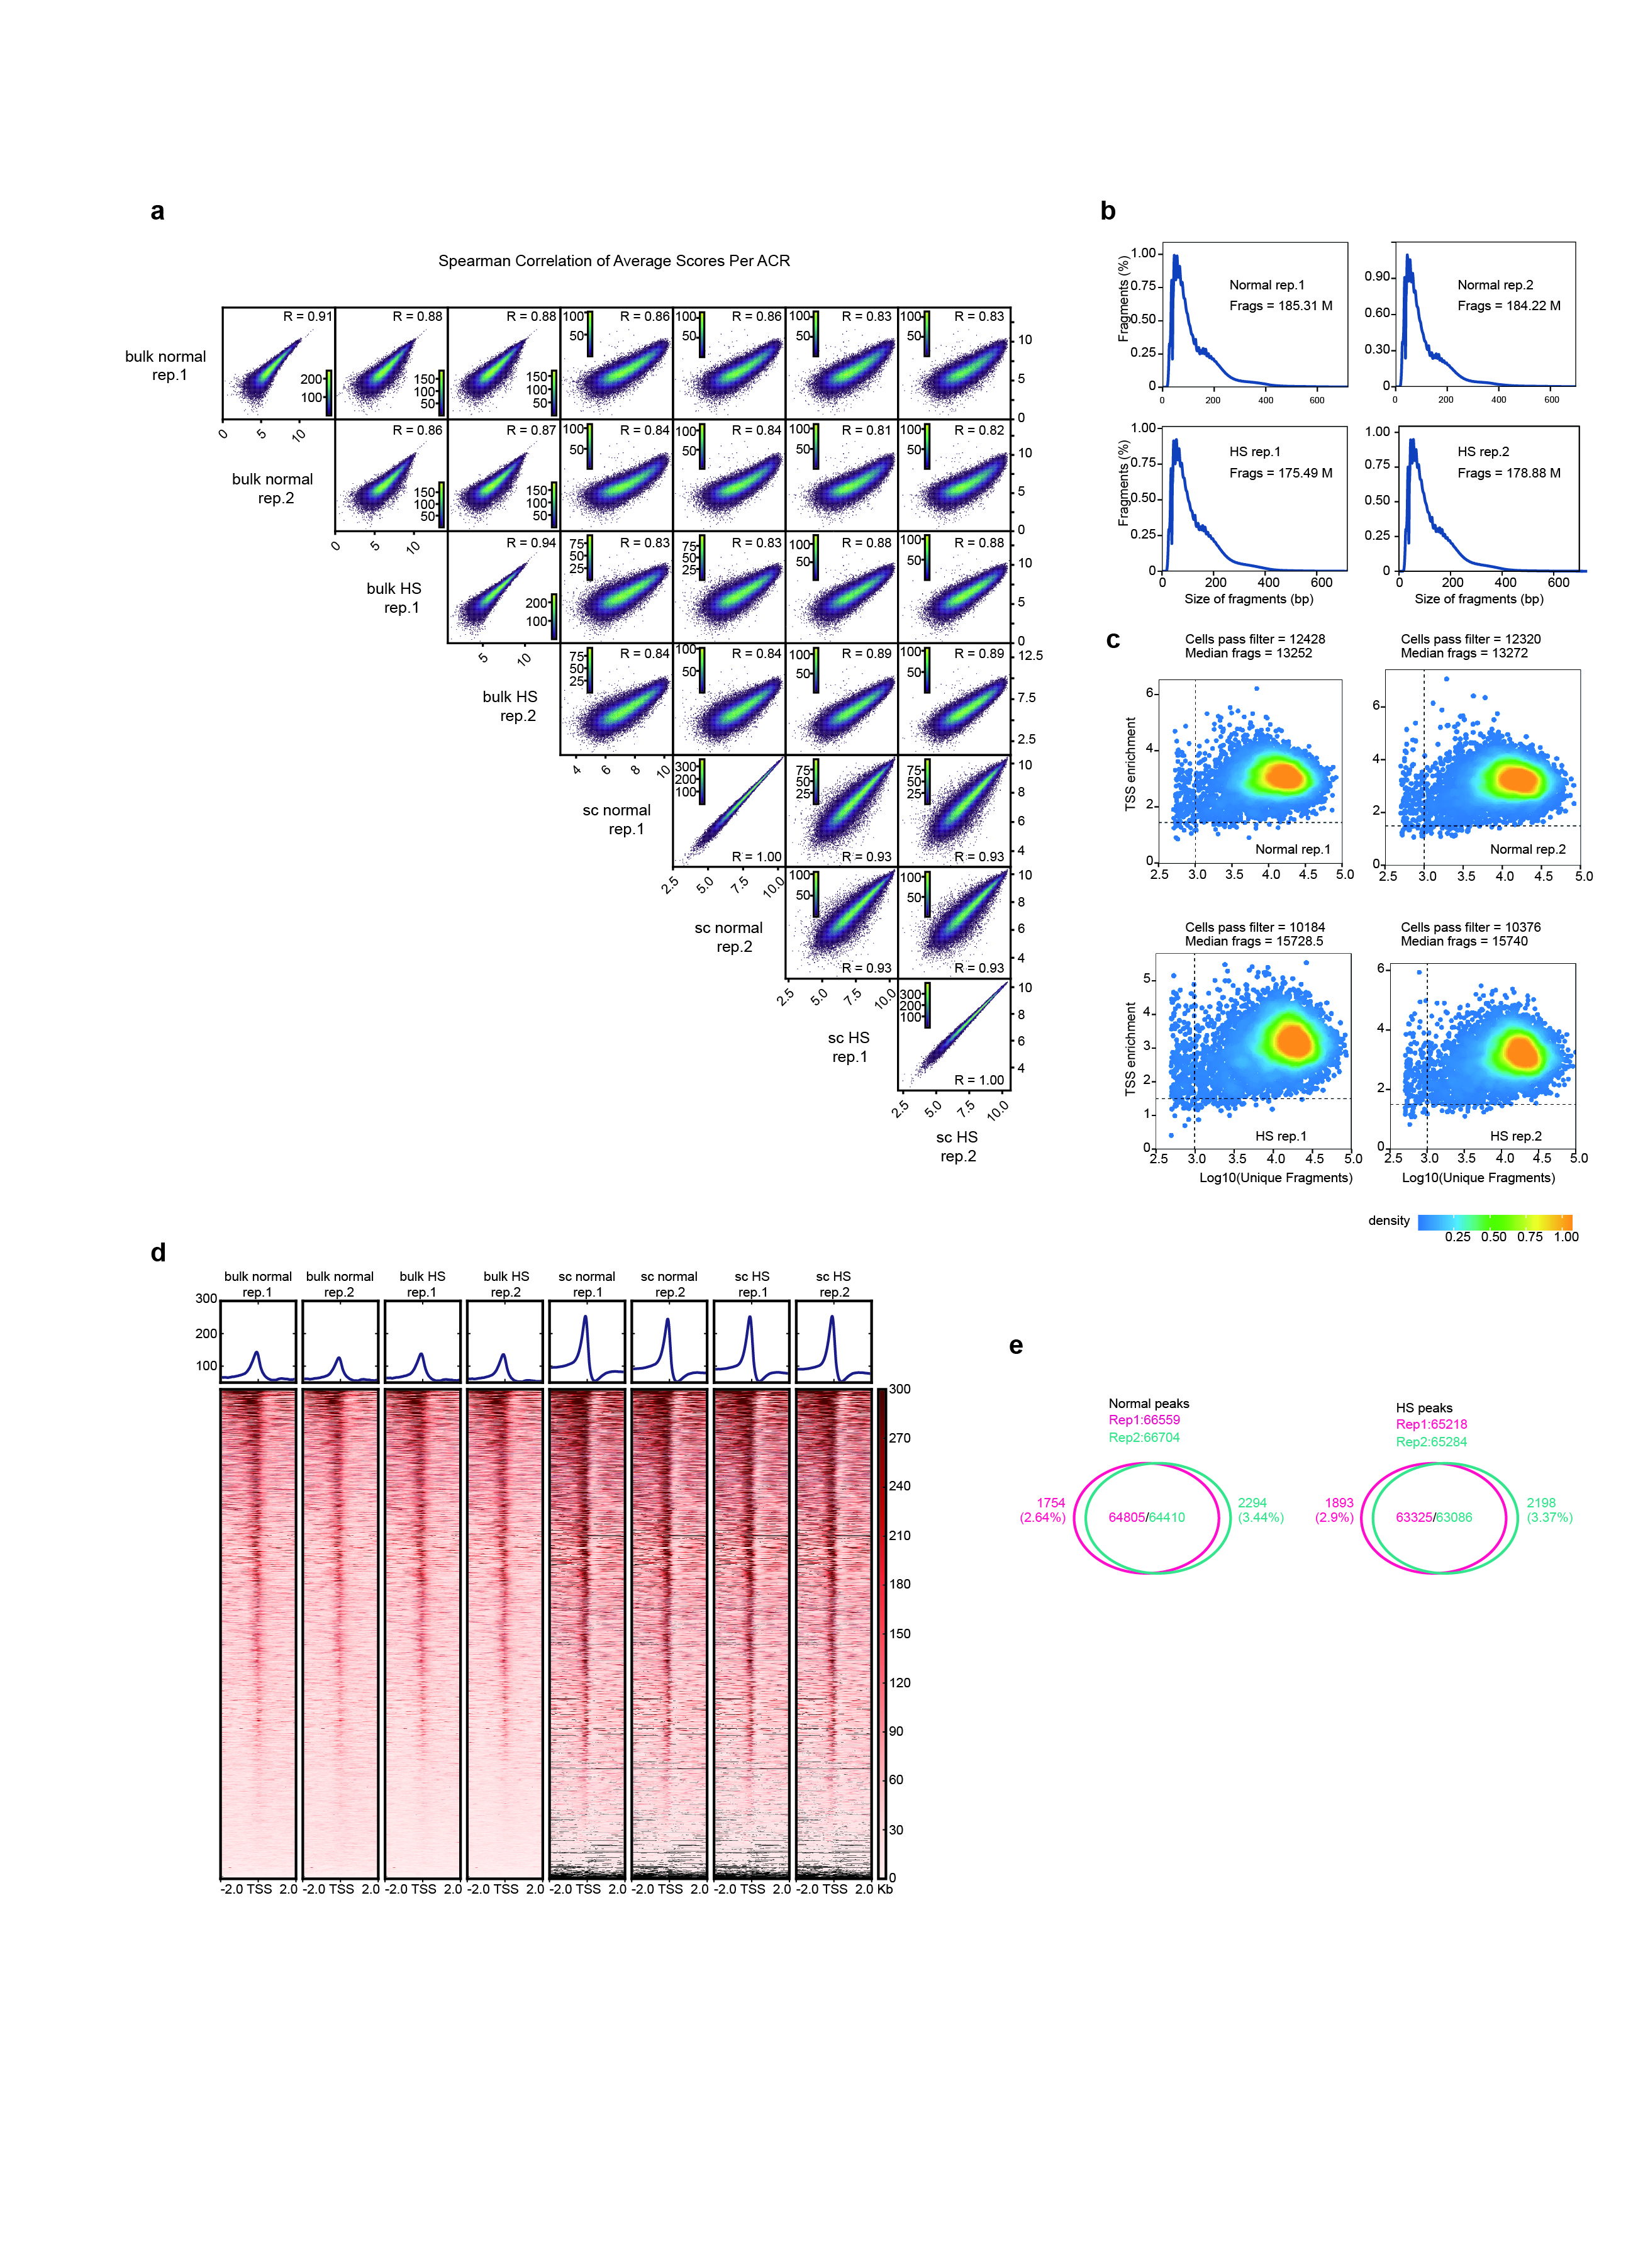

**Figure S2.** Evaluation and quality control of rice scATAC-seq. **a** Scatter plots of pairwise comparisons of accessibility (median correlation for each class shown) for all the ATAC-seq samples in this study. Log10 reads per million (RPM) unique mapped reads in the union of all tissue-level peaks shown. The value of correlation coefficient (R) was indicated. Colour bars indicate number of of ACRs. **b** Distribution of sequenced fragment length for each single cell ATAC-seq library. **c** Scatter plots showing the number of unique ATAC-seq fragments in each single cell (each dot) compared with TSS enrichment of all fragments in that cell. Dashed lines show the cutoff for high-quality single-cell data (1,000 unique fragments and TSS score greater than or equal to 1.5). Density is given in arbitrary units. **d** Enrichment plots centered on TSSs in 200 bp windows for each ATAC-seq sample. **e** Venn diagram showing the overlapping peaks between scATAC-seq replicates.

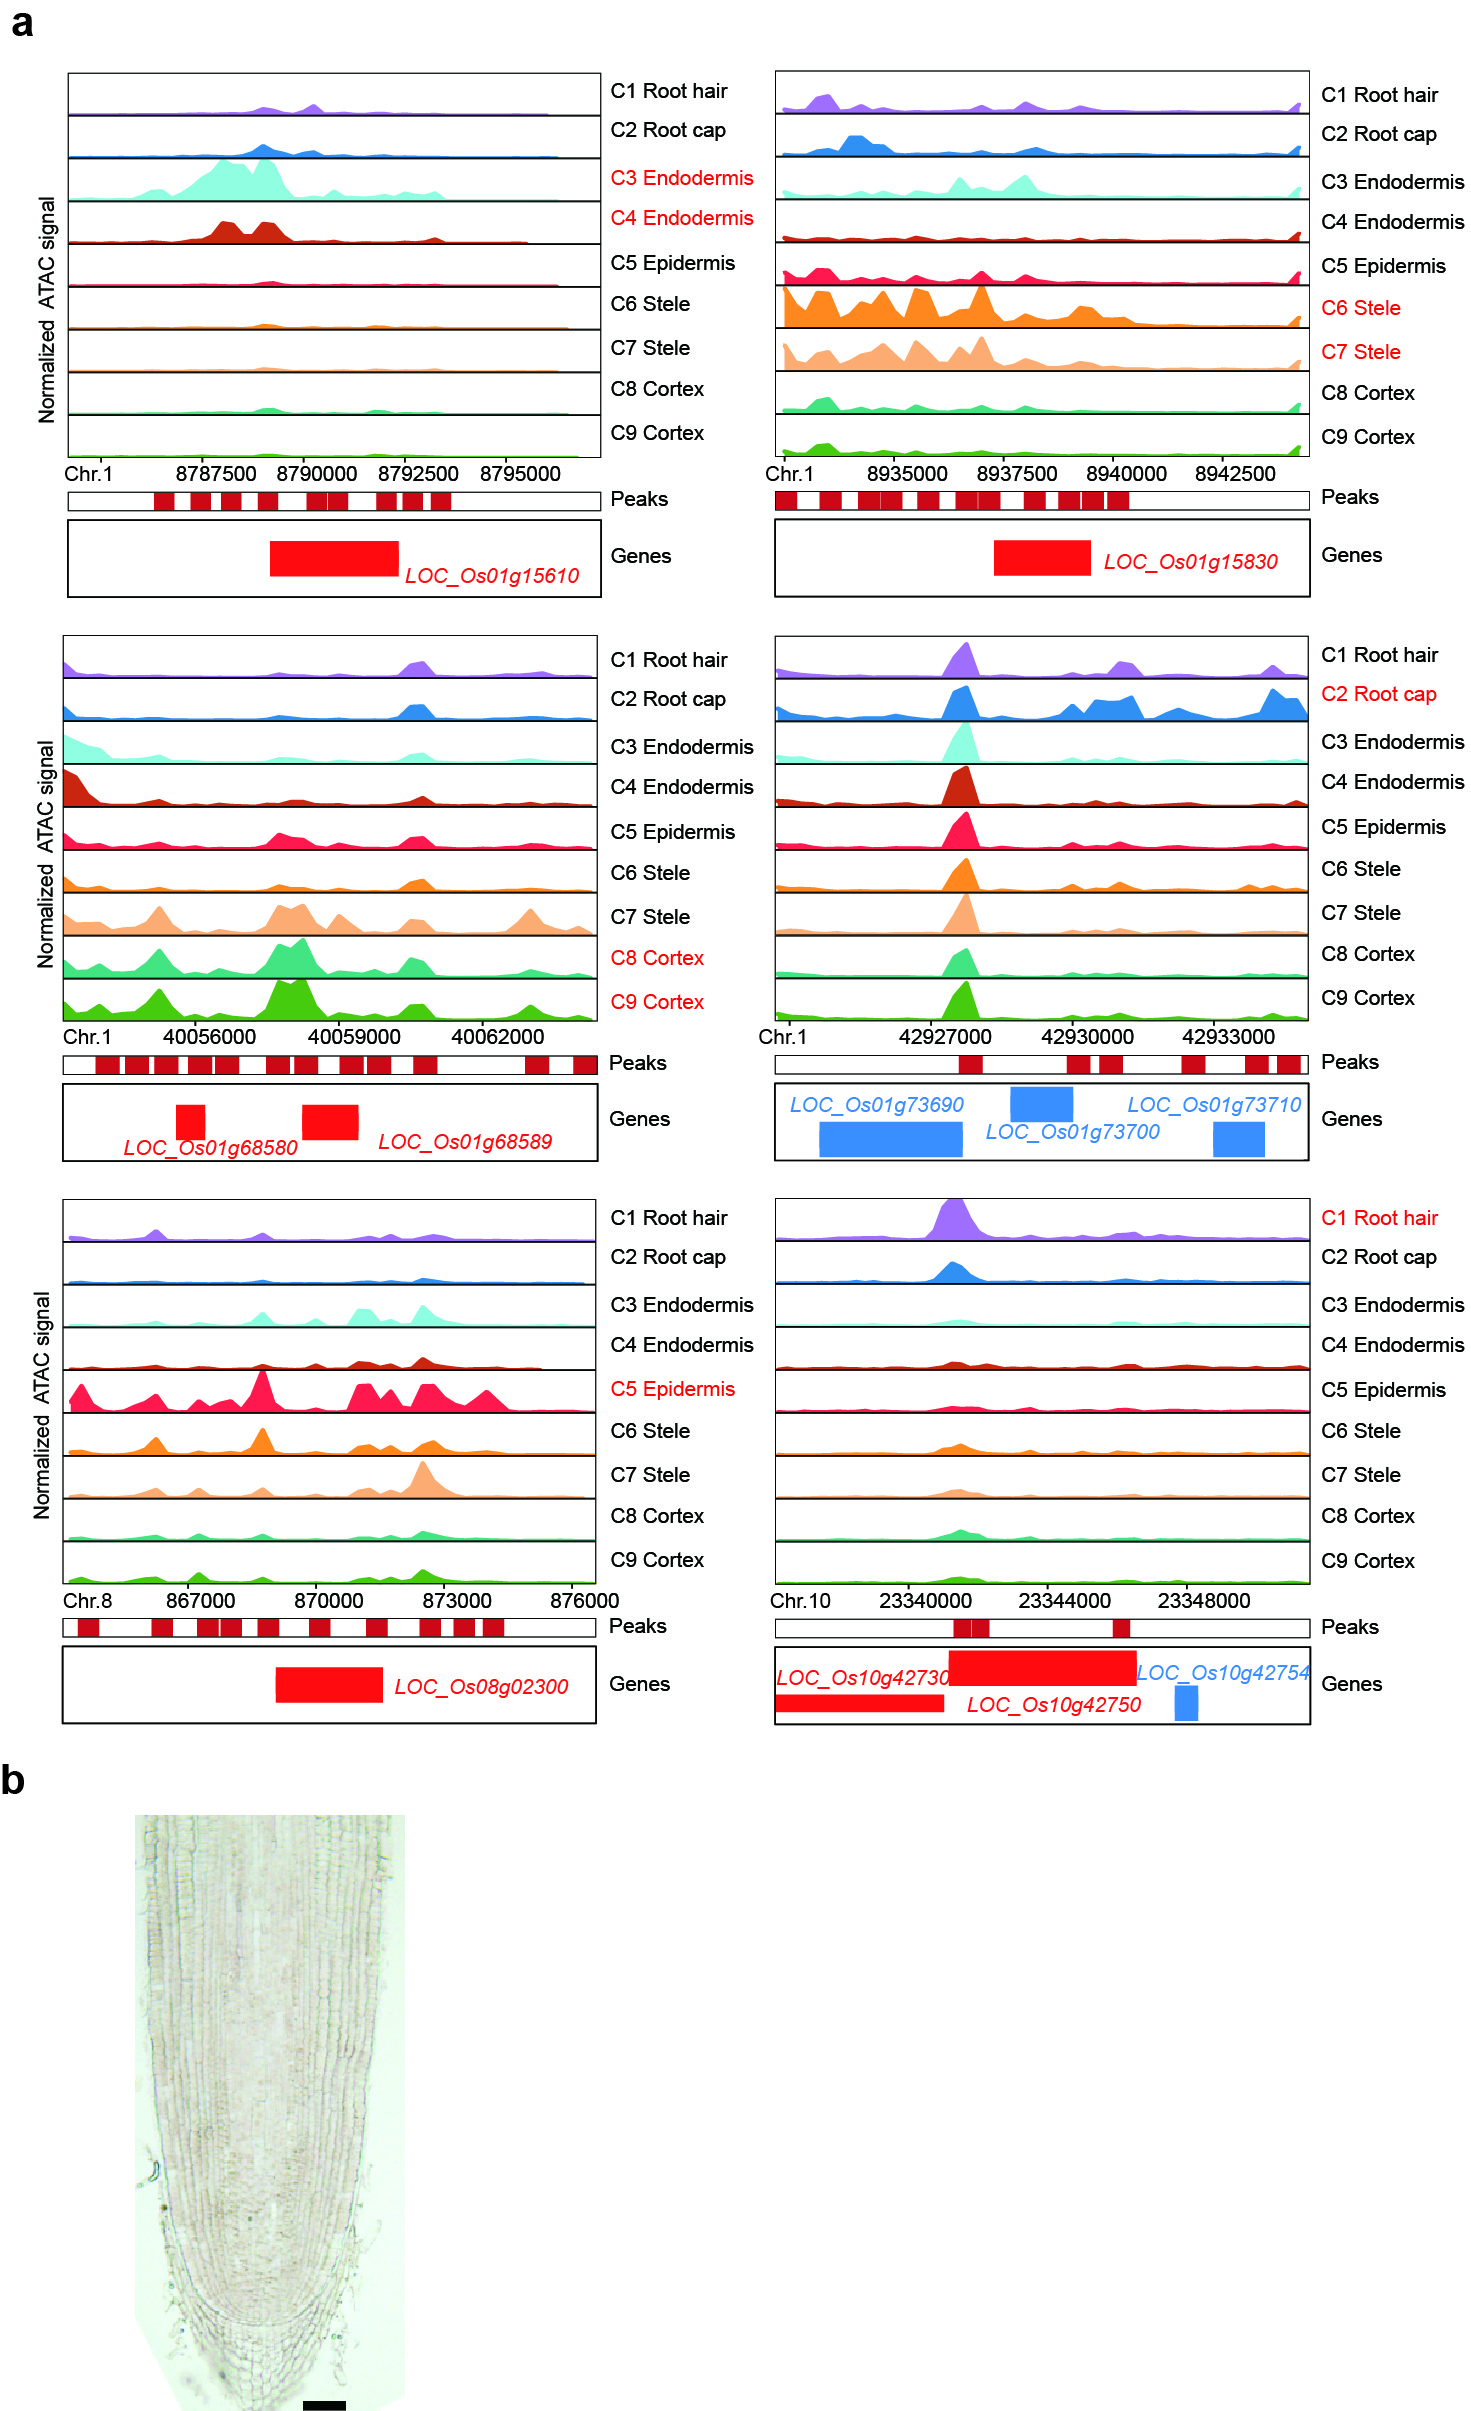

**Figure S3.** Example of cluster-enriched chromatin accessibility and surrounding genes, and in situ hybridization of sense probe. **a** Genome tracks of representative cluster-enriched chromatin accessibility and surrounding genes for each cluster. The enriched cluster were highlighted. **b** RNA in situ hybridization of *LOC_Os04g53640* using sense probe. Scale bar, 40 μm.

**
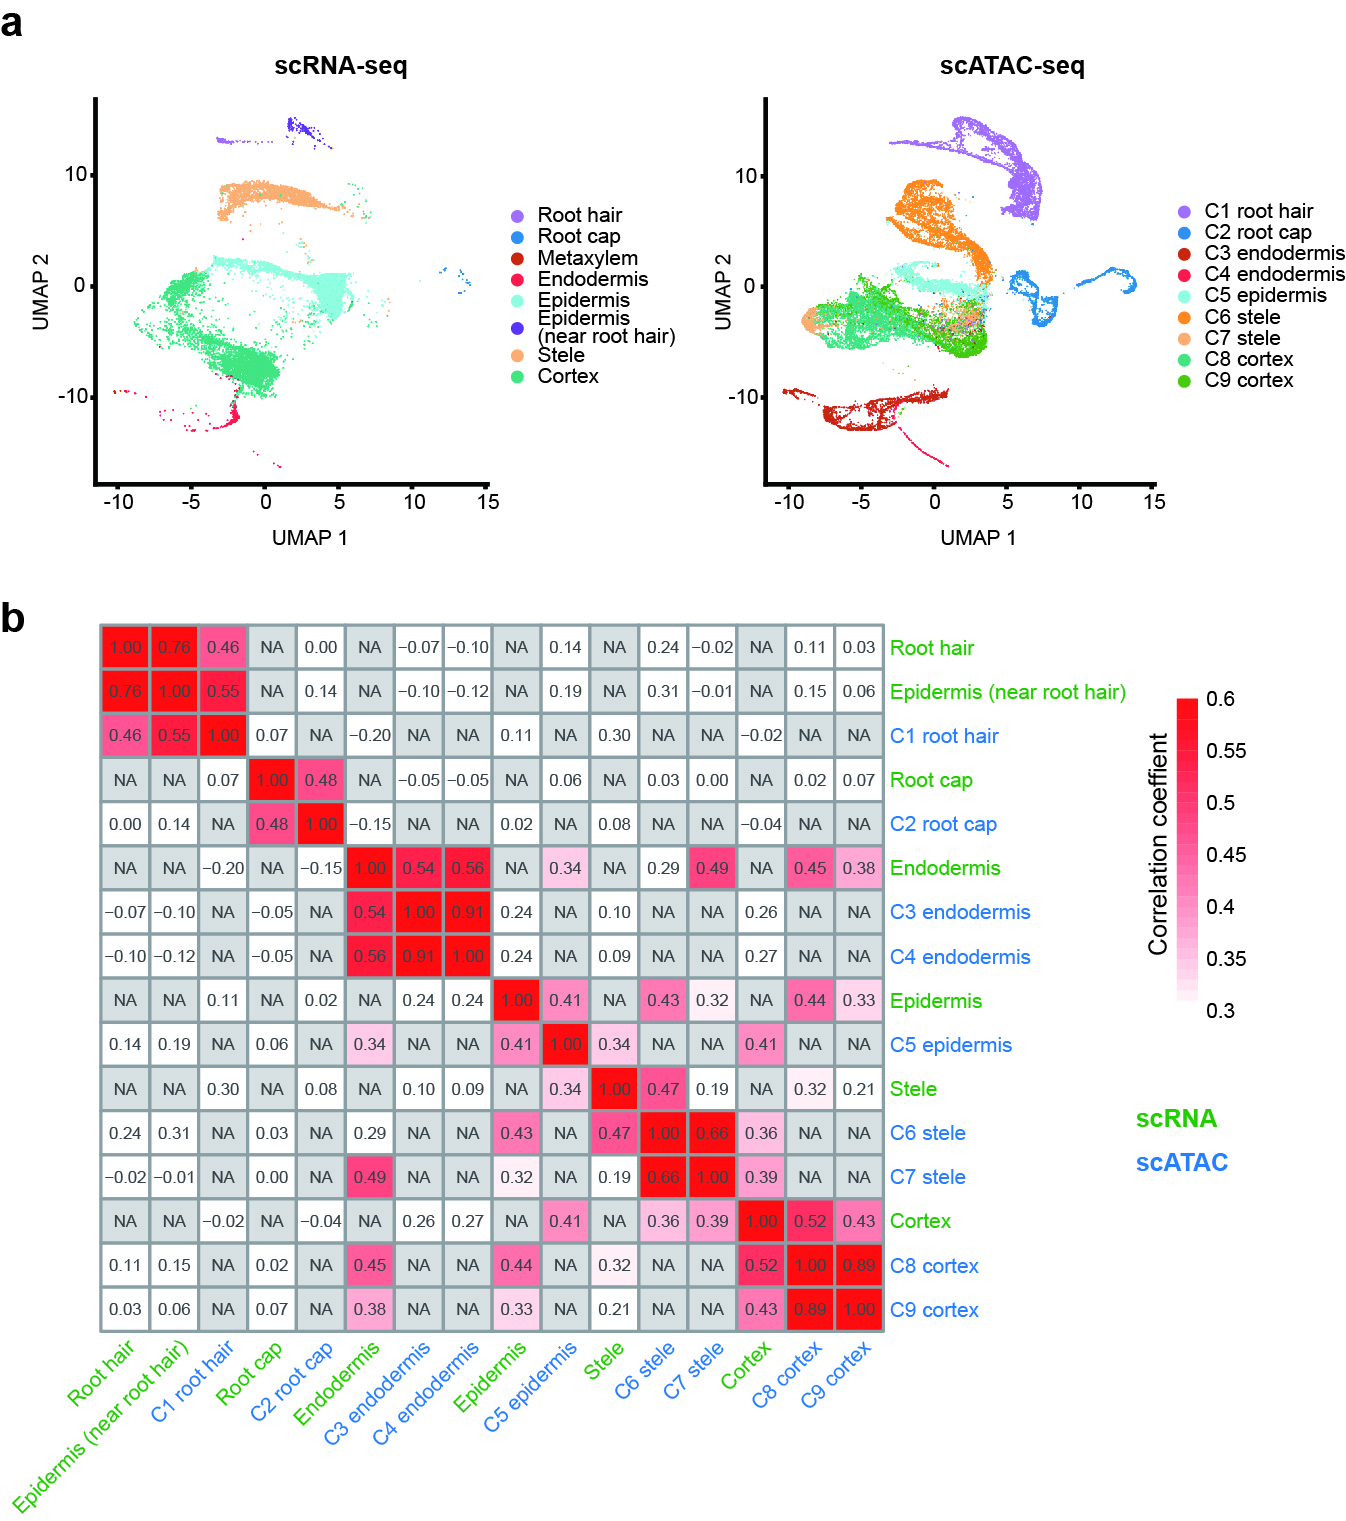
**

**Figure S4.** Correlation between scATAC-seq and scRNA-seq. **a** After co-embedding of root tip scATAC-seq cells and scRNA-seq datasets, UMAP showing scRNA-seq cells (left) and scATAC-seq cells (right), respectively. **b** Heatmap showing correlation coefficient of marker genes for each cell type between scATAC-seq and scRNA-seq.

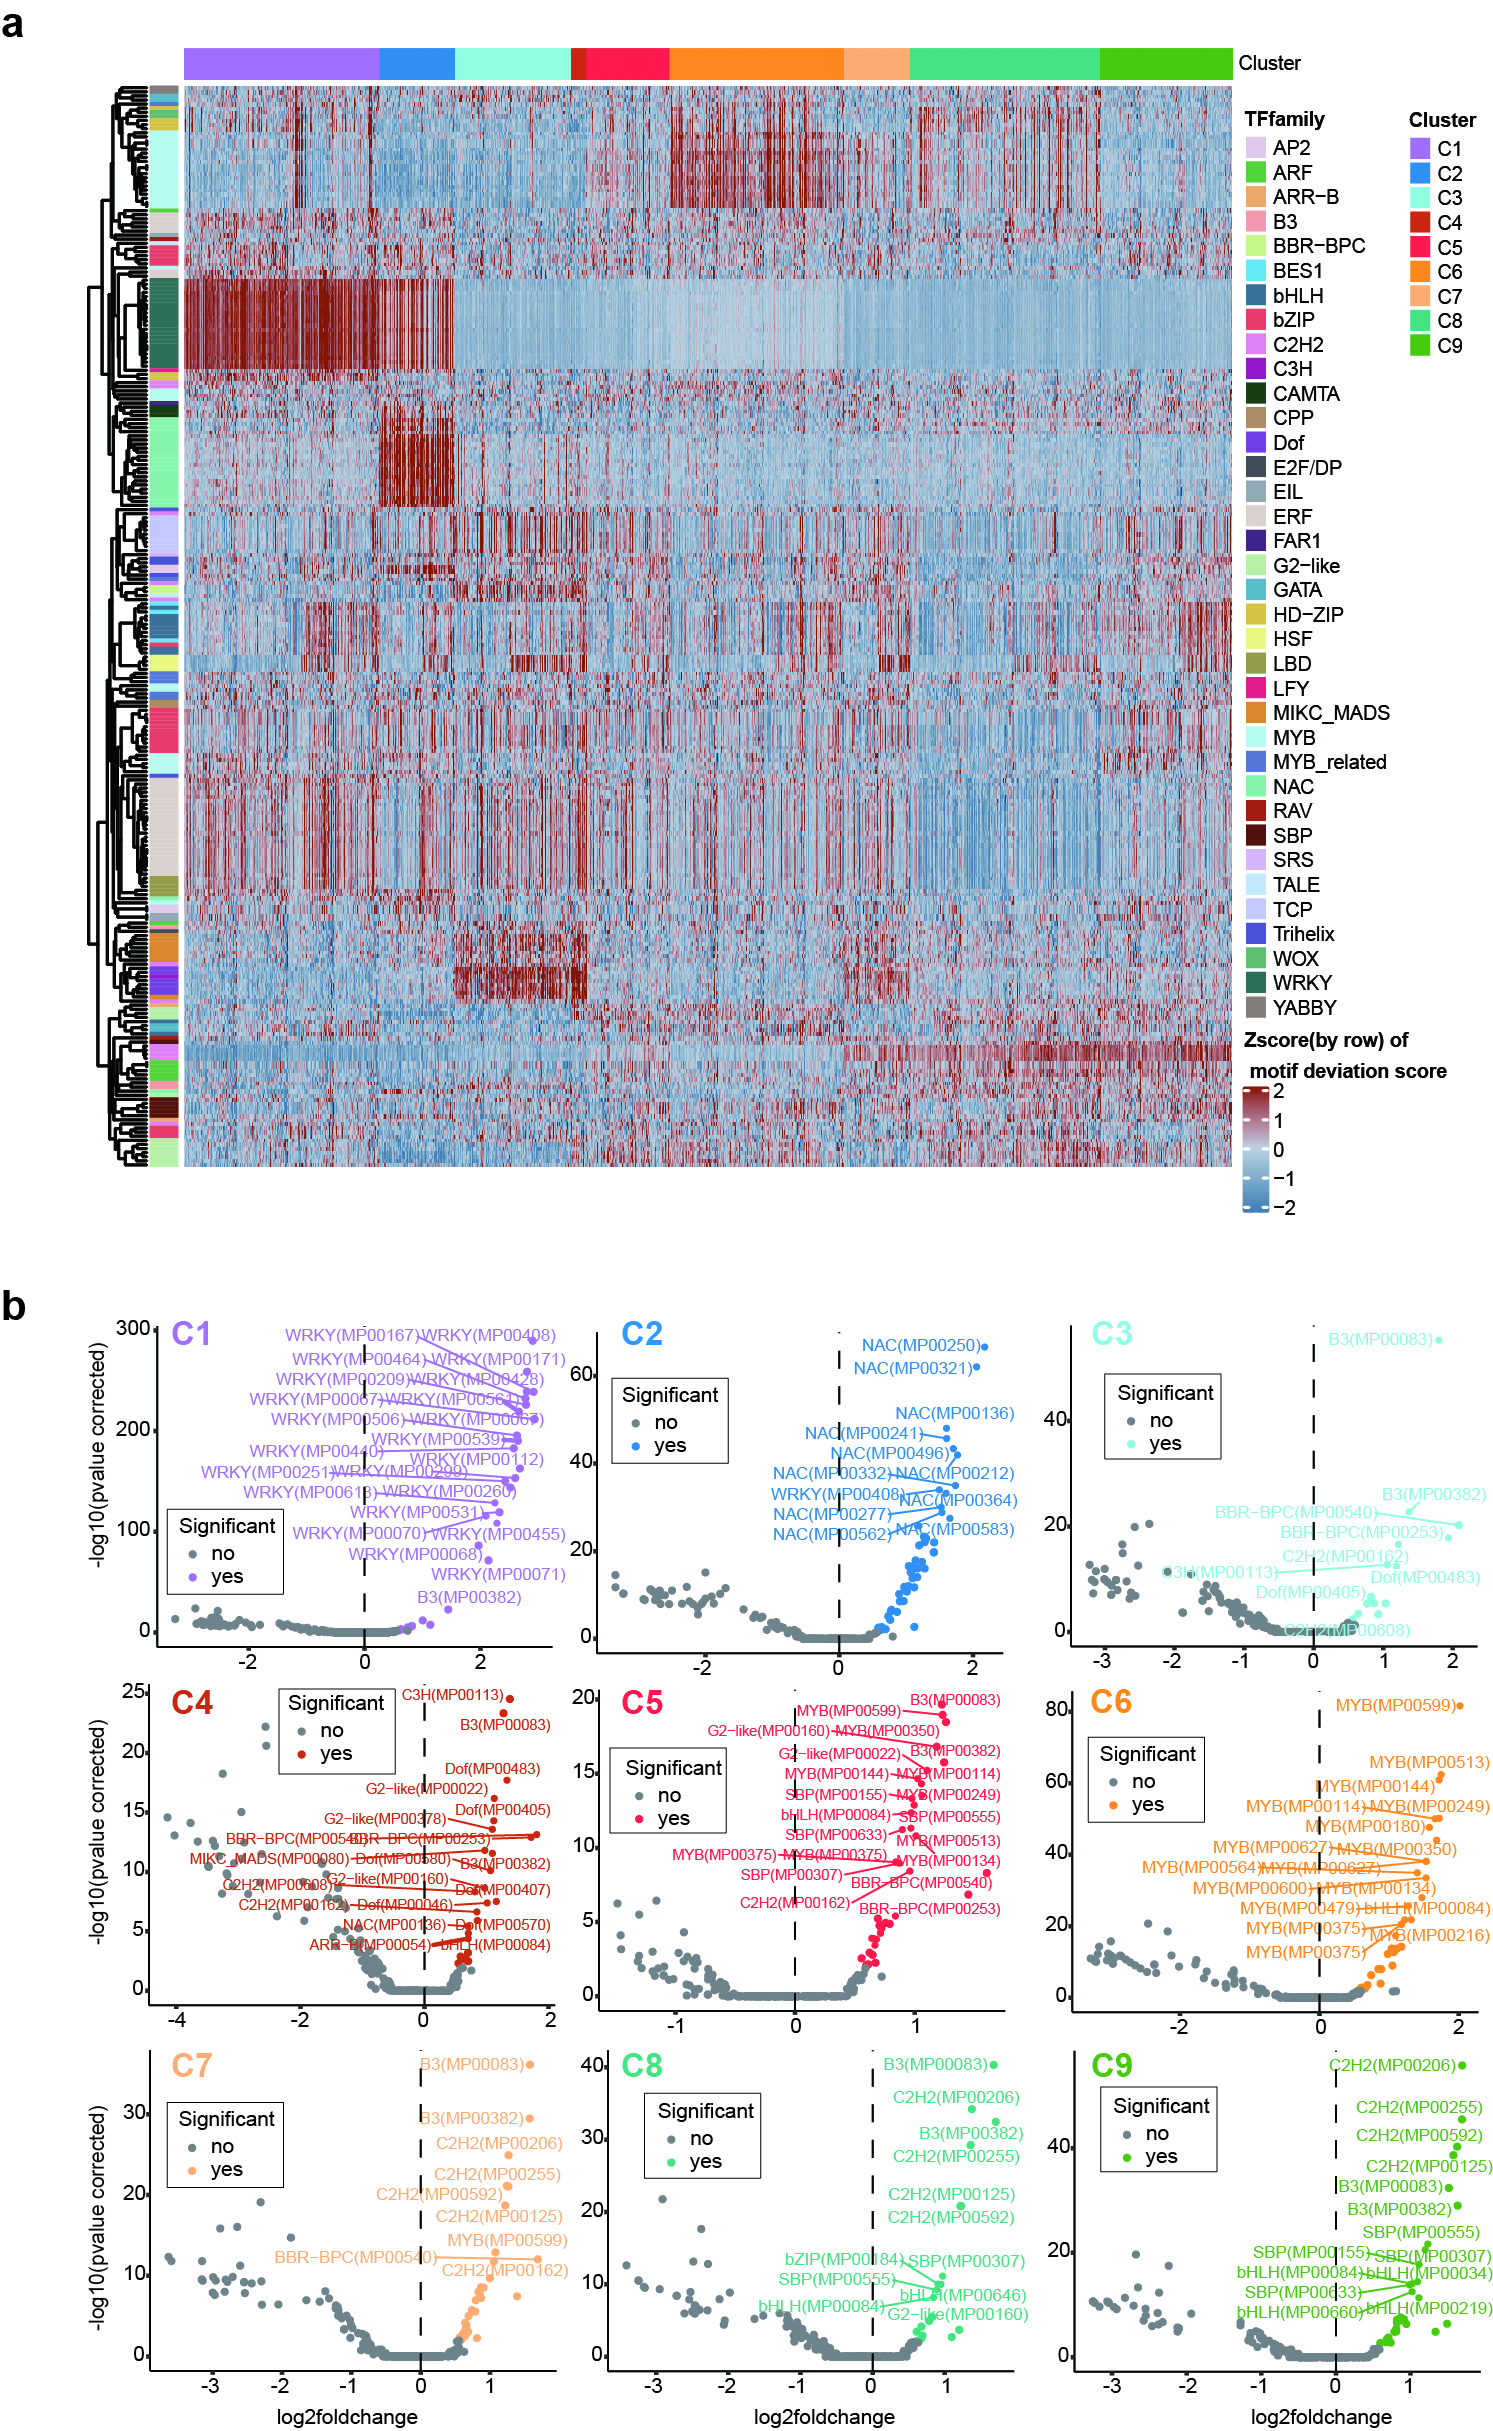

**Figure S5.** Heatmap showing enrichment of TF motifs. **a** TF motif deviations for 264 TF motifs (rows) per nucleus (columns, 38,349 cells). The TF family for each corresponding motif is denoted by row header colors on the right side of the heatmap. Cluster identities are illustrated as column header colors on the top. **b** Scatter plot of motif enrichment showing top 2,000 specific ACRs for each cell type cluster. Significant (corrected p value < 0.01) motifs were colored. P values were calculated by using Benjamini–Hochberg method after fisher-exact test with random regions.

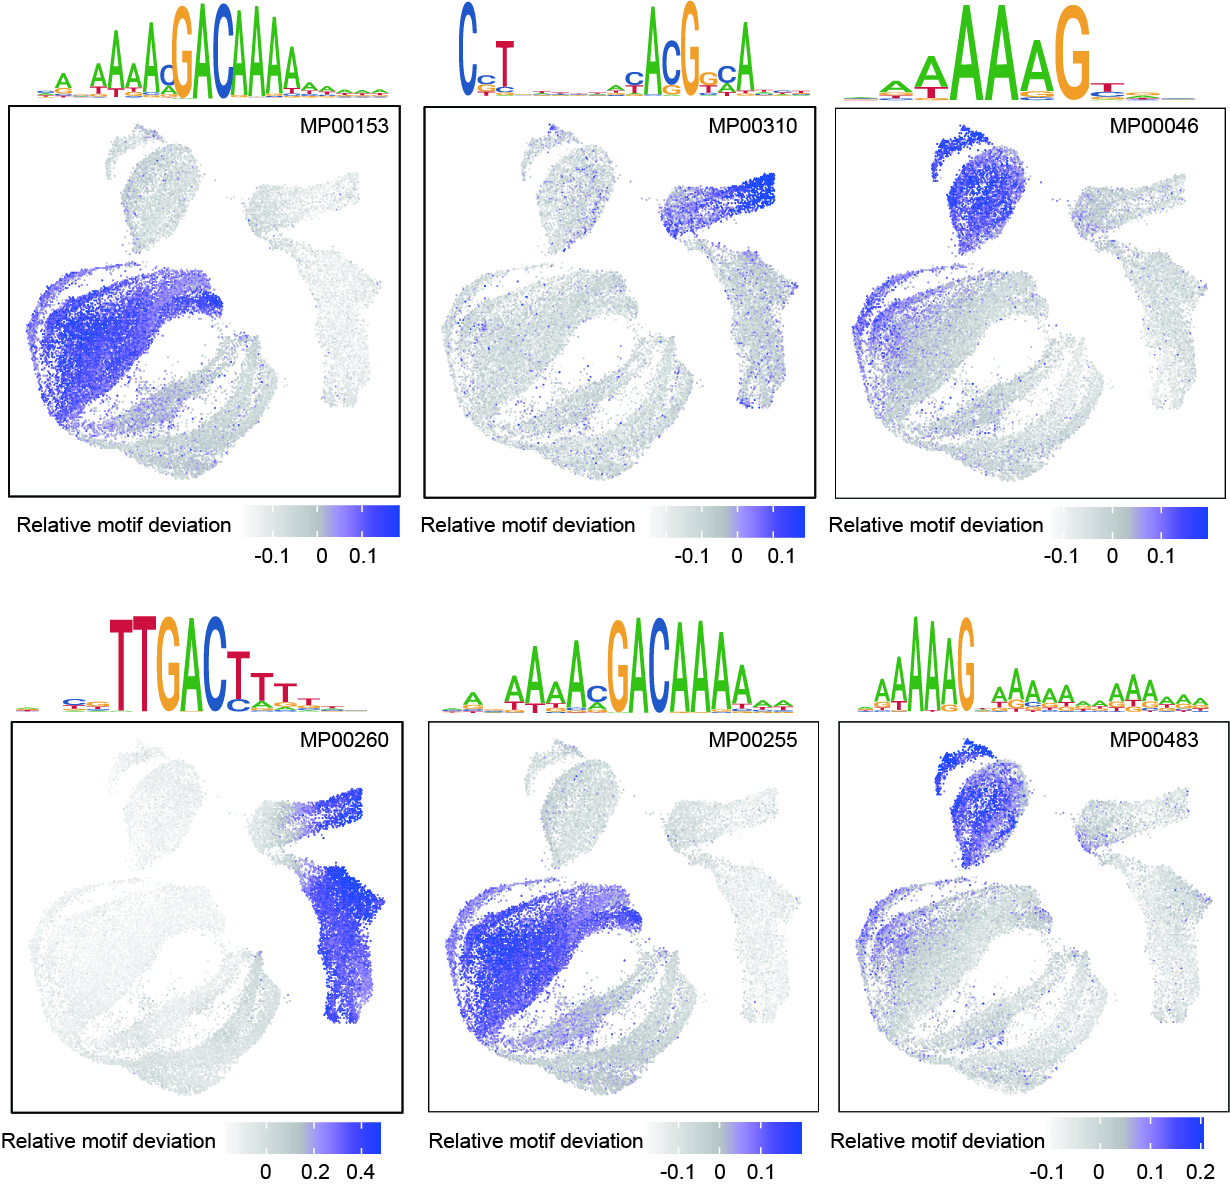

**Figure S6.** TFs and motif enrichment at ACRs in rice root. Examples of UMAP visualization of gene accessibility for TFs and their associated motif deviations.

**
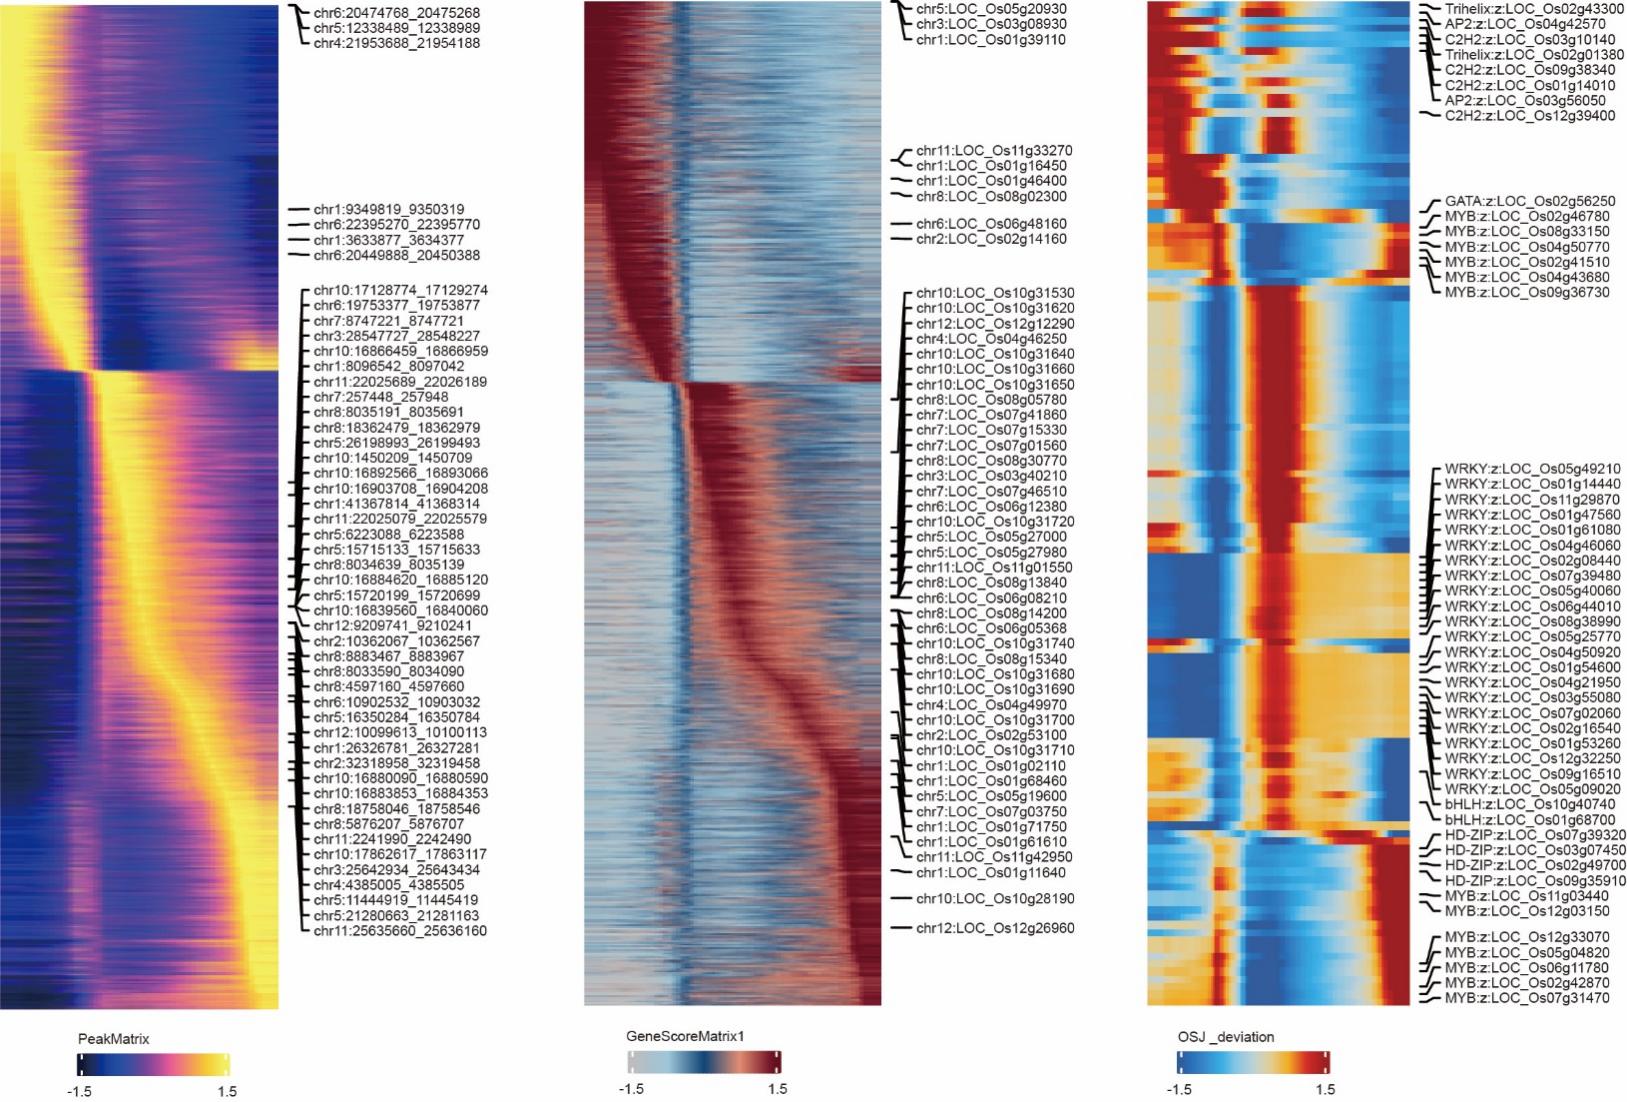
**

**Figure S7.** Pseudotime heatmap ordering from epidermis (left) to root hair (right). Relative motif deviations for 13,848 ACRs (left), gene accessibility for 3,882 TFs (middle), and accessibility of 131 TF motifs (right) associated with pseudotime (x axis).

**
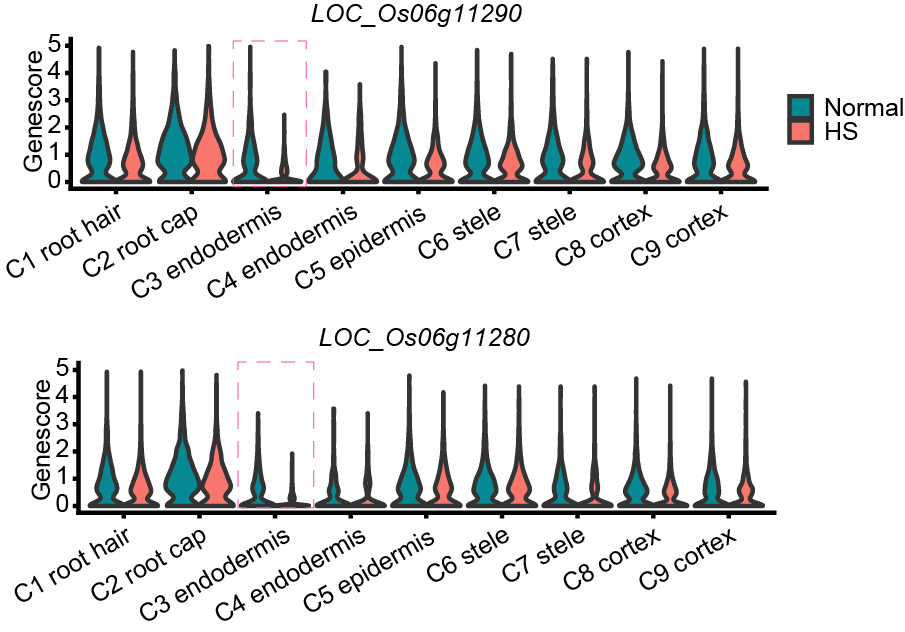
**

**Figure S8.** Violin plot showing chromatin accessibility changes in genes related to “jasmonic acid biosynthetic process”. Most significant changes were observed in C3 endodermis.

**Table S1. Sequencing statistics.**

| **Sample** | **Total PE reads** | **Estimated number of cells** | **Total usable fragments (Unique Tn5 )** | **Fraction of fragments overlapping TSS** | **Mean fragments per cell** |
| --- | --- | --- | --- | --- | --- |
| Normal rep.1 | 453,133,782 | 12,708 | 185,346,742 | 55.36% | 14,585 |
| Normal rep.2 | 458,094,333 | 12,604 | 184,262,285 | 55.38% | 14,619 |
| HS rep.1 | 477,886,588 | 10,719 | 176,043,343 | 55.48% | 16,423 |
| HS rep.2 | 472,183,593 | 10,727 | 179,307,581 | 55.45% | 16,715 |

How the deposited data were processed for this re-analysis (not part of the article)

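The 4 libraries are scATAC-seq of nuclei from rice root tips, 2 from seedlings grown at 28 °C (Normal) and 2 that the paper states were kept for 3 h at 45 °C (HS). The seedlings were 3 days old and the root tips 5 mm long, and the paper gives 120 root tips and about 16000 nuclei per replicate. The authors ran the Cell Ranger ATAC count pipeline on each library. Its outputs are a list of peaks, a list of barcodes and a matrix of raw counts per peak and barcode. The counts are Tn5 cut sites, not normalized and not filtered for cells. The genome build, its annotation and the settings of the peak caller are not given in the sources used here. Conditions were taken from the sample titles, and the heat treatment from the paper. No genome sequence or annotation of the same build was held, so motifs, Gene Ontology terms and genes near regions were not analysed here.

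Cells are the barcodes with the most cut sites in peaks, in the number that Table S1 of the paper gives per library. They hold between 93.6% and 93.8% of the cut sites of their library. A doublet score was computed per library from simulated doublets among 50 nearest neighbours in 30 components of latent semantic indexing (LSI), of which 29 were kept. The number of cells squared over 100000 was removed. Peaks of the 4 libraries that shared at least 1 bp were merged in Python, and the overlap of peak lists was counted with bedtools 2.31.1. A matrix has no count outside its own library's peaks, so tests and clusters used the regions called in all 4 libraries, and the length called in each library was recorded. Counts were transformed by log TF-IDF with a scale of 10000 and by LSI. Components with a correlation above 0.75 with the number of open regions were dropped. An implementation of Harmony in Python corrected for the library, with a theta of 2, a lambda of 1, a sigma of 0.1 and 100 clusters. Seurat 5.3.0 then built the shared nearest neighbour graph with 20 neighbours and ran Louvain clustering at a resolution of 0.1. Clusters were read by marker genes only, from the lists of Table S2 and the genes named in the text.

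Accessibility of a gene is the sum of cut sites in regions that overlap its body or the 2000 bp upstream, per 10000 cut sites in regions of the cluster and library. The alternative window ends 500 bp into the gene. Positions came from Table S2 or were read by eye from figure axes. The gene names pair with positions for 28 genes. Named genes are those that the paper names in its text or figure panels and whose position was known, with the 5 regions of the largest rise and the 5 of the largest fall after heat among those past the limits.

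The path to root hair was the projection of Normal cells of clusters 2 and 3 on the line between their centres, in 5 bins, and the alternative was a diffusion map with 30 neighbours and 10 components. HS was compared with Normal on sums per library by edgeR 4.0.16 with TMM, filterByExpr and the quasi-likelihood test, in R 4.3.3. The limits were a Benjamini-Hochberg adjusted p of at most 0.01 and 2-fold. DESeq2 1.42.0 was the alternative test. For clusters, sums were thinned to 4503924 cut sites, the smallest total of any cluster and library. Differences in the heat effect between clusters were tested as an interaction with library as block. Further steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and matplotlib 3.10.9 for plots. Seeds were fixed.

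In all cells, the totals in tested regions lay between 251439873 and 257203035 cut sites per library, and the biological coefficient of variation was 0.062. On simulated data with 50 changed regions of each size, edgeR found 54% of 2-fold changes, 96% of 3-fold changes and 96% of 4-fold changes past both limits in all cells, with 0 false calls. DESeq2 found the same shares with 6 false calls at the adjusted p, 2 of them past 2-fold. For a cluster of the size of cluster 3 after thinning, edgeR found 38%, 96% and 100% with 1 false call past 2-fold, and DESeq2 found 24%, 88% and 92% with 0 false calls. The test of the difference between clusters found 32% of 2-fold differences, 76% of 3-fold and 98% of 4-fold differences. Binomial intervals of shares are exact (Clopper-Pearson, level 0.95) and cover counting error only.

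Alternatives covered the calling of cells, doublet removal, batch correction, resolution, the window of a gene, normalization, filters, thresholds, depth, called length, single libraries left out and the replicate number as a block. Some results of the plan are not reported here for lack of a genome sequence and annotation.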

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

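The tests of a heat effect that differs between clusters with all their alternatives, and the test of whether most of the low-depth barcodes hold background, were chosen after seeing the data.

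The heat effect on accessibility differed between clusters at some regions. The test was the interaction of cluster and heat in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with library as block and counts thinned to a common total. Regions past an adjusted p of 0.01 and a 2-fold difference numbered 3 for clusters 1 and 2, 61 for clusters 1 and 3, 11 for clusters 1 and 4, and 88 for clusters 1 and 5. They numbered 10 for clusters 2 and 3, 58 for clusters 2 and 4, 44 for clusters 2 and 5, 88 for clusters 3 and 4, 75 for clusters 3 and 5, and 205 for clusters 4 and 5. Thinning gave every cluster and library the same depth. Called extents differ between libraries, and for clusters 3 and 5 a total of 42 regions passed among those whose called length differed by less than 10%, which argues against called extents as the whole source. On simulated data the test made 0 false calls and found 76% of 3-fold differences. The numbers were not stable. In 5 further draws of the thinning, clusters 3 and 5 gave from 64 to 141 regions, clusters 4 and 5 from 119 to 202, and clusters 1 and 2 from 0 to 2. Clusters 2 and 4 gave from 14 to 39, so the 58 lies above every further draw, and clusters 1 and 3 gave from 9 to 64. Clusters 1 and 5 gave from 96 to 139, and clusters 2 and 5 from 60 to 105. Without any 1 of the 4 libraries, edgeR called 0 regions for clusters 3 and 5, with from 4003 to 4388 at an unadjusted p under 0.05. For clusters 4 and 5 it called 3 without Normal replicate 1, 71 without Normal replicate 2 and 0 without either HS replicate, and for clusters 1 and 5 it called 1, 0, 74 and 64 in the same order. No other tool was run on these differences. Cell types that share a cluster in proportions that change with the condition may give such differences, and so may a batch that acts on cell types unequally, since batch and condition cannot be told apart. A response to heat that differs between cell types stays open as well, and none of these was tested.

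At LOC_Os03g29760, the gene of Fig. 4f, the log2 heat effect in cluster 5 minus that in cluster 3 was -0.83, which passed the adjusted p but not the 2-fold limit. The rise in cluster 3 and the fall in cluster 5 did not themselves pass the adjusted p of 0.01. The difference was -0.66 with all counts in place of thinned ones (adjusted p = 1.75e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the further draws it lay between -0.73 and -0.51, with adjusted p from 0.00182 to 0.0754. Its sign was the same without each library, from -0.94 without Normal replicate 1 to -0.73 without Normal replicate 2, but the adjusted p then lay between 0.397 and 0.616. Its region is 12697 bp long, and the gene's position was read by eye, so other elements of that region may carry the difference. This gene was among those named beforehand, and no test beyond these was made.

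Barcodes between 1000 cut sites and the number that counts as a cell were not analysed by the paper. A sample of 3000 of them per library was scored by whether their counts were likelier under the profile of 1 of clusters 1 to 5 than under the background of all cells. This held for 16.2% of them in Normal replicate 1, 13.9% in Normal replicate 2, 11.0% in HS replicate 1 and 14.3% in HS replicate 2. Simulated background barcodes of the same depth gave 0.0% (0 of 500 per library). They were drawn from a profile against which they were also scored, so a share near 0.0% follows from the design. The lowest share, 11.0%, lies above it. Background whose profile varies between barcodes was not simulated, so background as the source of all of them is not excluded. Cells thinned to the same depth gave at least 92.8%, so the highest share, 16.2%, is far from what cells give, and background fragments may make up most of these barcodes. The outcomes set down beforehand were a share like that of the simulated background, or most barcodes likelier under a cluster, and the values lie between them. Whether the others are damaged nuclei or small nuclei was not tested, and no biological explanation was tested.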

How the results depend on the processing

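Chosen after seeing the data were counts per called bp with their combinations, called length within 1.5 times, pairs of cut sites, further draws of the thinning, resolution 0.3, resolution 0.2 for heat, markers and path, bins of equal width, other clusterings for the marker lists, correlations and clusters over regions of about the same called length, the number of clusters with regions changed by heat left out, random splits at regions of the same called length, and all tests of a heat effect that differs between clusters. The other alternatives were set before the data were examined.

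The 78 results were recomputed under 632 alternatives in all. In 411 of these the direction and the side of the threshold stayed, or the value moved by less than the spread between replicates, or the count stayed within 1.5 times. In 184 the value moved further, in 21 it no longer passed its threshold, in 5 it came to pass it, and in 11 it reversed. The 9 named genes, tested after heat under 149 alternatives, kept direction and side in 139, came to pass the limits in 5, all with no fold minimum, and reversed in 5. The tallies of 11 root hair genes and 10 root cap genes stayed within 1.5 times under all 10 alternatives each, with from 10 to 11 and from 9 to 11 genes.

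With all regions of any library, and 0 where a region was not called, the correlation was 0.996 between the Normal replicates, 0.996 between the HS replicates and 0.970 between conditions. Pearson correlation on the log10 scale gave 0.998, 0.998 and 0.975, and regions of called length within 10% gave 0.999, 0.999 and 0.989, and the cause was not tested. When 50% of the peak had to overlap, the shared peaks of Normal replicates 1 and 2 and HS replicates 1 and 2 came to 95.3%, 94.0%, 95.1% and 94.1%. When 50% of both peaks had to overlap, they came to 90.2%, 90.0%, 90.3% and 90.2%. Regions called in 1 condition alone then numbered 5576 for Normal and 3624 for HS with 50% of the peak. The merged regions called in all 4 libraries covered 38.3% of the genome. A stricter overlap can only lower the number of shared peaks.

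The number of clusters was 11 without batch correction and 12 at resolution 0.3, and 7 or 9 under the other alternatives. Without batch correction, the share of cluster 1 after heat was -6.00 points, while cluster 2 reversed to 0.34 and cluster 3 to -0.16 points. Without doublet removal, cluster 1 gave -4.34, cluster 5 gave -1.01, and cluster 3 reversed to -0.0610 points. The cause was not tested. In the HS libraries, LOC_Os03g29760 reversed to -0.62 for the log2 of cluster 5 over the next cluster. In the Normal libraries it was 0.02, where the clusters differed by less than the SD. The path of LOC_Os10g42750 gave 2.48 by diffusion pseudotime and from 2.23 to 2.34 without each Normal replicate.

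For heat in all cells, no fold minimum and an adjusted p of 0.05 gave 17761 raised and 17086 lowered regions. Called length within 10%, which leaves out regions that were called longer or shorter with a change, gave 12 and 7, and within 1.5 times it gave 191 and 220. Counts per called bp gave 128 and 140. They gave 111 and 122 without Normal replicate 1, 129 and 136 without Normal replicate 2, 117 and 127 without HS replicate 1, and 126 and 127 without HS replicate 2. The counts as deposited gave from 1091 to 1255 raised and from 1187 to 2013 lowered regions without each library. By counts per called bp, LOC_Os08g02300 reversed from 0.05 to -0.21, LOC_Os04g53640 from -0.05 to 0.11, and the fifth lowered region from -5.38 to 1.17. Without each library LOC_Os08g02300 lay between -0.0120, without Normal replicate 2, and 0.11. By counts per called bp, raised regions 1, 2, 4 and 5 and lowered regions 1, 2 and 4 no longer passed the limits. The fourth lowered region, on chromosome 3 from 11913707 to 11914076, was at -5.67 with all libraries. It no longer passed the adjusted p without Normal replicate 1 (-5.79, adjusted p = 0.0109) or Normal replicate 2 (-5.55, adjusted p = 0.0142), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without HS replicate 2 it was at -10.30. None of the 9 genes passed 2-fold under any of these, and the 2-fold limit leaves out smaller changes.

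For heat per cluster, the numbers for clusters 1 to 7 moved with nearly every choice. No fold minimum and an adjusted p of 0.05 gave 1177, 958, 2268, 1417, 3331, 2199 and 1870. DESeq2 gave 366, 334, 651, 374, 724, 238 and 140. All counts, not thinned, gave 3281, 3181, 3761, 2950, 3284, 681 and 690, where the larger totals of clusters 1 to 5 add calls. Counts per called bp gave 129, 120, 357, 181, 553, 92 and 22. The median of the further draws was 119, 70, 224, 210, 636, 342 and 404. Without each library, edgeR called 0 regions in clusters 1 to 5, where from 5693 to 7124 regions had an unadjusted p under 0.05. It called from 0 to 451 in cluster 6, with 0 without Normal replicate 1 or 2 (5016 and 4985 at an unadjusted p under 0.05), and from 120 to 427 in cluster 7. A condition with 1 library is then assumed to vary like the other. Without batch correction, cluster 4 had 95, cluster 5 had 547 and cluster 7 had 385, and the others were split by condition and could not be matched. At resolution 0.2, the clusters matching 3, 4, 5 and 6 had 124, 327, 752 and 481. Of clusters 1 to 5, cluster 5 had the most under no fold minimum, DESeq2, counts per called bp and the median of the draws, but not with all counts. Without each library there were no calls to rank in these clusters. The median size of the log2 fold change was then 0.38 in cluster 5, 0.37 in cluster 3 and from 0.34 to 0.35 in clusters 1, 2 and 4.

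For a heat effect that differs between clusters, the pairs in the order 1 and 2, 1 and 3, 1 and 4, 1 and 5, 2 and 3, 2 and 4, 2 and 5, 3 and 4, 3 and 5, and 4 and 5 gave these numbers. All counts gave 268, 1250, 450, 1162, 561, 611, 1068, 1395, 1331 and 1055. Called length within 10% gave 2, 33, 7, 62, 7, 25, 33, 45, 42 and 113, with fewer regions. The median of the further draws was 1, 47, 8, 109, 9, 17, 73, 112, 95 and 166. Without each library, edgeR called 0 regions for 1 and 2, from 0 to 1 for 1 and 3, 0 for 1 and 4, from 0 to 74 for 1 and 5, 0 for 2 and 3, 0 for 2 and 4, from 0 to 8 for 2 and 5, 0 for 3 and 4, 0 for 3 and 5, and from 0 to 71 for 4 and 5. Over these fits, from 2104 to 5301 regions had an unadjusted p under 0.05.

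The replicate number was also used as a block. The deviations of libraries with the same number had a correlation of 0.013, so the numbers do not pair the samples. The block gave 1123 raised and 1577 lowered regions in all cells, and 123 and 130 by counts per called bp, where LOC_Os08g02300 gave -0.21, LOC_Os04g53640 0.11 and the fifth lowered region 1.17. In clusters 1 to 7 it gave 413, 108, 0, 13, 770, 666 and 374, with 9398 regions of cluster 3 at an unadjusted p under 0.05 by edgeR, where DESeq2 without the block called 651.

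After thinning, edgeR found 60% of simulated 2-fold changes at the adjusted p in a cluster like cluster 3, and 38% past both limits. The heat shock element, the consensus motifs of clusters, the motif density at region midpoints and the heat shock protein genes near raised regions were not run, since no genome sequence or annotation of this build was held.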

Differences from the paper's values

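No test in this part was chosen after seeing the data, except the correlation over regions of about the same called length, the marker genes in other clusterings, and the clusters at resolution 0.2, counts per called bp and further draws of the thinning as used for heat.

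The paper gives 13848 accessible regions in its text and 138481 in the legend of Fig. 2, and the Normal libraries averaged 66631.5 peaks. Of the alternatives set before the data were examined, peaks shared by the replicates gave 64606.5 and merged regions called in all 4 libraries gave 55496, and both differ from either of the paper's numbers. The paper's share of the genome is 18.6%, and the peaks of the Normal libraries covered 35.5%. Peaks shared by the replicates covered 35.4% and merged regions called in all 4 libraries 38.3%, so both alternatives differ too. The deposited lists were called per library, and the paper's methods describe a set of peaks called from clusters, which is not among the deposited files. Table S3 lists regions of clusters that differ between Normal and HS, and only a part of it was held.

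The correlation between Normal and HS libraries is about 0.93 in Fig. S2a, read by eye, and was 0.973 here. The union of regions gave 0.970, Pearson correlation on the log10 scale 0.975 and all barcodes 0.973, so all 3 alternatives set beforehand differ. Regions of about the same called length, chosen after seeing the values, gave 0.989, farther from the paper's value.

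For the numbers of cells and of fragments per cell, the barcodes above the valley do not differ from the paper's values by the limits used. Barcodes with at least 1000 cut sites differ in the number of HS cells and in the fragments per cell of both conditions. Their number for Normal, 37952 against the paper's 25312, lies just under the limit of 1.5 times. A minimum of 1000 cut sites in peaks is not the paper's limit of 1000 fragments, so these differences are between unlike limits. The peaks not shared by the replicates differ only when 50% of the peak or of both peaks must overlap.

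The paper assigns clusters of their own to epidermis and stele, and to endodermis and cortex. In the 7 clusters used here, LOC_Os08g02300 (epidermis) and LOC_Os01g15830 (stele) were both highest in cluster 2, and LOC_Os01g15610 (endodermis) and LOC_Os01g68589 (cortex) both in cluster 4. With the 9 clusters of resolution 0.2, and with the Normal libraries alone, the first pair was parted. At resolution 0.2, LOC_Os08g02300 was highest in cluster 6, at 2.64 times the next cluster, and LOC_Os01g15830 in cluster 3, at 1.73 times the next. In the Normal libraries alone the folds were 2.48 and 1.87. The endodermis and cortex genes stayed highest in 1 and the same cluster under both, where LOC_Os01g68589 was at 1.86 against 1.83 in the next cluster at resolution 0.2, and at 1.86 against 1.70 in the Normal libraries alone. In the Normal libraries, the root hair and root cap genes followed the paper's assignment, except LOC_Os08g30780. The list counts it to the root cap, and it was highest in cluster 3 at 3.16 ± 0.06, against 2.85 ± 0.06 in cluster 5. Its region, on chromosome 8 from 18360068 to 18374234, also holds the root hair gene LOC_Os08g30770. Without doublet removal, and in the HS libraries, all 11 root cap genes were highest in cluster 5. In the HS libraries, 10 of the 11 root hair genes were highest in cluster 3, and LOC_Os08g30770 was at 3.11 ± 0.13 in cluster 5, against 2.82 ± 0.02 in cluster 3.

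The paper places root cap, root hair and stele above epidermis, endodermis and cortex in their change with heat. Of clusters 1 to 5, cluster 5 (root cap genes) had the most regions past the limits, 426. Cluster 3 (root hair genes) had 148 and cluster 4 (endodermis and cortex genes) had 153. Cluster 1, where the cortex gene was nearly as high (1.67 against 1.86 in cluster 4), had 91. Cluster 2, where the stele and epidermis genes were both highest, had 35, the fewest, and further draws of the thinning gave it from 31 to 194. The paper places these genes' tissues in different groups, so this number cannot place either. Cluster 3 was above cluster 4 by DESeq2 (651 against 374), with no fold minimum and an adjusted p of 0.05 (2268 against 1417), and with all counts, not thinned (3761 against 2950). So it was by counts per called bp (357 against 181), chosen after seeing the values. The 5 further draws went both ways, with 337 against 192, 188 against 228, 224 against 234, 331 against 112 and 118 against 210. At resolution 0.2, the cluster with root cap genes highest had 752 regions, the most of all 9, and the paper has root cap in its upper group. The cluster with root hair genes highest had 124 regions and the one with the stele gene highest had 132. The one with the epidermis gene highest had 326 and the one with the endodermis gene highest 327. The cluster where the cortex gene was next highest had 465. The stele gene was next highest there too (1.54 against 2.66), so this number does not stand for cortex alone. Counts per called bp at that resolution, chosen after seeing the values, gave 648 for root cap, 314 for root hair and 197 for stele. They gave 233 for epidermis, 221 for endodermis and 237 where the cortex and stele genes were next highest. By the median size of the log2 fold change, the order at resolution 0.2 was that of the paper among these. The medians were 0.33 for root cap, 0.32 for root hair, 0.30 for stele, 0.29 for epidermis and 0.29 for endodermis. The cluster where the cortex and stele genes were next highest also had 0.30. Cluster 8, where none of these genes was highest, had 0.34, above root cap. Counts per called bp gave 0.299 for root cap, 0.288 for root hair, 0.274 for stele, 0.269 for epidermis and 0.274 for endodermis. They gave 0.276 where the cortex and stele genes were next highest, above stele. No spread was computed for these medians. The paper's test took cells as replicates and the tests here took libraries.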

Other observations

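The tests on the source of the heat calls in all cells and on the likeness of the replicates, and the comparisons with 400 cells per library, were chosen after seeing the data.

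Nearly all regions called raised or lowered by heat in all cells had a longer or shorter called extent in the same direction. The ratio of called lengths exceeded 1.5 in 76.8% of the raised and 82.3% of the lowered regions, and in 9.09% of the other regions. Between replicates of a condition, where heat cannot act, the log2 ratio of counts also followed that of called length, with a Pearson correlation across regions of 0.916 for Normal and 0.926 for HS. When the change that a ratio of lengths brings between replicates was taken off, 387 of the 2737 called regions (14.1%) were still at 2-fold, 193 raised and 194 lowered. The sign was the same in 88.3% of the raised and 81.9% of the lowered regions, with median log2 values of 0.67 and -0.52. The called extents may thus account for much of the size of these changes, while part of the direction is left. A peak that opens more also tends to be called longer, so the extents are not independent of accessibility, and counts over fixed windows would need the fragments, which are not held. A difference in total cut sites is argued against, since the totals in the tested regions differed by at most 2.29%, far less than 2-fold. The response to heat and a batch shared by the libraries of a condition stay open. The 2 independent rounds of scATAC-seq that the paper states for HS speak against a single batch for the HS libraries.

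At regions of the same called length, the replicates of a condition differed by no more than random splits of 1 library. The ratio of counts between replicates followed that of called length, so this choice of regions leaves out regions where replicates differ. A library deposited 2 times is excluded, because the cells of the Normal replicates shared 254 barcodes and chance gives 222. The chi-square per degree of freedom at these regions was 1.09 between the HS replicates, below the 1.13 and 1.18 of splits of the HS libraries at the same regions. Over all regions it was 2.11 between the Normal replicates and 2.18 between the HS replicates, above the range of 1.05 to 1.13 for splits. The paper states that the HS libraries came from 2 independent rounds of scATAC-seq. By the counts alone, separate pools of nuclei with little variation and a single pool cannot be told apart, because the called extents also differ between replicates. No biological explanation was tested.

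Cluster 6 had few cut sites per cell, with no leading regions far above the other clusters, where its highest fold was 1.81. At the 200 leading regions of each of clusters 1 to 5, its level was between 0.946 and 1.04 times that of all other cells, with a median of 0.991. The clusters' own levels there were between 1.66 and 3.39 times. Barcodes under 500 cut sites had levels between 0.973 and 1.06. The median of 0.991 is consistent with background fragments from all cells, and a cell type without accessible regions of its own was not tested. The rise of its share after heat, from 4.64% to 6.56%, may thus concern background and not a cell type. Cluster 7, with levels between 0.909 and 1.06, had the highest median doublet score, 0.3, and was not tested further.

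Without batch correction, cells separated by condition in clusters 1 to 6. In cluster 7, neighbours from the other condition reached 0.811 of chance. Over regions whose called length differed by less than 10%, the highest share of such neighbours in clusters 1 to 3 was 0.107 of chance. In clusters 4, 5, 6 and 7 the share was 0.362, 0.223, 0.0531 and 0.941. Called extents thus do not account for the whole separation in clusters 1 to 3. Among cells of 20000 to 30000 cut sites, the highest share in clusters 1 to 3 was 0.0364 of chance, which argues against a difference in depth there. In clusters 4 and 5 the share was 0.175 and 0.0741. With 400 cells of each library and all regions, clusters 1, 2 and 3 gave 0.134, 0.095 and 0.080, and with regions of about the same called length 0.366, 0.288 and 0.270. With all cells and all regions, the lowest share of neighbours from the other replicate was 0.997 of chance in clusters 1 to 3. With 400 cells of each library it was 0.983, in cluster 2. A batch in which both libraries of a condition were made and a response to heat cannot be told apart, since each condition has its own libraries. The paper states 2 independent rounds of scATAC-seq for HS, which speaks against a single batch for the HS libraries, but the files name no batches.

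LOC_Os04g50920, which the paper discusses for its expression, was accessible at 2.82 ± 0.06 cut sites per 10000 in cluster 3 and 2.72 ± 0.05 in cluster 5 (SD, n = 2 Normal libraries), and at 0.615 ± 0.035 in cluster 4, the lowest. Without doublet removal the highest cluster was cluster 5. After heat, the highest value of LOC_Os03g29760 was no longer in cluster 5, where its log2 over the next cluster went from 0.02 to -0.62.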
